# STAT5 is activated in macrophages by breast cancer cell-derived factors and regulates macrophage function in the tumor microenvironment

**DOI:** 10.1186/s13058-021-01481-0

**Published:** 2021-11-07

**Authors:** Emily A. Jesser, Nicholas J. Brady, Danielle N. Huggins, Patrice M. Witschen, Christine H. O’Connor, Kathryn L. Schwertfeger

**Keywords:** Breast cancer, Tumor-associated macrophages, STAT5, Tumor microenvironment, Metastasis

## Abstract

**Background:**

In breast cancer, complex interactions between tumor cells and cells within the surrounding stroma, such as macrophages, are critical for tumor growth, progression, and therapeutic response. Recent studies have highlighted the complex nature and heterogeneous populations of macrophages associated with both tumor-promoting and tumor-inhibiting phenotypes. Defining the pathways that drive macrophage function is important for understanding their complex phenotypes within the tumor microenvironment. Signal transducer and activator of transcription (STAT) transcription factors, such as STAT5, are key regulators of immune cell function. The studies described here investigate the functional contributions of STAT5 to tumor-associated macrophage function in breast cancer.

**Methods:**

Initial studies were performed using a panel of human breast cancer and mouse mammary tumor cell lines to determine the ability of tumor cell-derived factors to induce STAT5 activation in macrophages. Further studies used these models to identify soluble factors that activate STAT5 in macrophages. To delineate STAT5-specific contributions to macrophage function, a conditional model of myeloid STAT5 deletion was used for in vitro*,* RNA-sequencing, and in vivo studies. The effects of STAT5 deletion in macrophages on tumor cell migration and metastasis were evaluated using in vitro co-culture migration assays and an in vivo tumor cell-macrophage co-injection model.

**Results:**

We demonstrate here that STAT5 is robustly activated in macrophages by tumor cell-derived factors and that GM-CSF is a key cytokine stimulating this pathway. The analysis of RNA-seq studies reveals that STAT5 promotes expression of immune stimulatory genes in macrophages and that loss of STAT5 in macrophages results in increased expression of tissue remodeling factors. Finally, we demonstrate that loss of STAT5 in macrophages promotes tumor cell migration in vitro and mammary tumor metastasis in vivo.

**Conclusions:**

Breast cancer cells produce soluble factors, such as GM-CSF, that activate the STAT5 pathway in macrophages and drive expression of inflammatory factors. STAT5 deletion in myeloid cells enhances metastasis, suggesting that STAT5 activation in tumor-associated macrophages protects against tumor progression. Understanding mechanisms that drive macrophage function in the tumor microenvironment will ultimately lead to new approaches that suppress tumor-promoting functions while enhancing their anti-tumor functions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-021-01481-0.

## Introduction

Macrophages are a well-established component of the breast tumor microenvironment, and their roles in tumor growth and development are complex and multifaceted. In breast cancer, increased levels of infiltrating macrophages correlate with poor patient prognosis [1] as macrophages recruited to primary tumor and metastatic sites promote tumor cell survival, proliferation, therapeutic resistance, and evasion of the immune system [2–4]. However, macrophages also contribute to tumor elimination through enhancing adaptive immune responses by co-stimulation and antigen presentation [5, 6]. Tumor-associated macrophages (TAMs) produce soluble factors that interact with not only tumor cells, but also extracellular matrix (ECM) factors, vasculature components, and lymphocytes [3, 7] and contribute to the overall balance of a tumor-promoting or tumor-controlling microenvironment [8]. Studies characterizing TAM phenotypes in the tumor microenvironment have indicated TAM populations vary greatly based on tumor cell type, stage, localization, and stimuli [9, 10]. To effectively manipulate the balance between pro- and anti-tumor activity, it is important to understand the upstream mediators that regulate macrophage function in the breast cancer microenvironment.

The Janus Kinase (JAK)/Signal Transducer and Activator of Transcription (STAT) pathway is a critical regulator of macrophage function and we have previously shown that breast cancer-derived soluble factors are capable of activating both STAT3 and STAT5 in macrophages [11]. While STAT3 regulation of macrophages in the tumor microenvironment has been studied previously [11–14], there is significantly less known regarding the impact of STAT5 activation on TAMs. STAT5 is a well-known promoter of cell survival and its activation in mammary tumor cells has been linked to stimulation of oncogenic signaling pathways [15–20]. Some studies have demonstrated elevated pSTAT5 levels in early stages of tumor development, which is lost in more advanced stages of disease [16]. Other analyses have indicated STAT5 levels correlate with better outcomes in breast cancer patients [21, 22]. Together, these findings suggest that STAT5 is activated in epithelium early during the oncogenic process, and that loss of STAT5 activity is associated with late stages of tumor progression [16]. However, the effects of STAT5 activity in cells within the TME, such as in macrophages, have not yet been thoroughly addressed. Relevant to other immune cell types, STAT5 has a well-characterized role in T cell activation, survival, and lineage commitment [23–25] and STAT5 deletion in dendritic cells (DCs) results in impaired DC-stimulated T_H_2 responses [26]. Collectively, these findings indicate STAT5 regulates each arm of and intersections between innate and adaptive immunity. However, little is known about the contributions of STAT5 signaling to the function of TAMs, which can interact with both innate and adaptive immune cells. We have previously demonstrated loss of STAT5 in myeloid cells increases epithelial proliferation and hyperplasia formation in a mouse model of early stage tumorigenesis [27]. Together, these findings provided rationale to further evaluate STAT5-specific contributions to TAM function during breast cancer progression.

In these studies, we show that soluble factors, such as GM-CSF from triple-negative breast cancer (TNBC) cells, induce STAT5 activation in macrophages. Using genetic approaches, we demonstrate that STAT5 deletion via a *Csf1r-*driven Cre expression model enhances tumor cell metastasis to the lungs. Analysis of RNA-seq data reveals that loss of STAT5 in macrophages reduces expression of genes involved in immune stimulatory processes while increasing genes associated with tissue remodeling. Furthermore, we provide evidence that STAT5 deletion in macrophages can promote tumor cell migration in vitro and metastasis in vivo. Together, these studies suggest that the GM-CSF/STAT5 signaling axis restricts tumor-promoting functions of macrophages, and that loss of STAT5 activity in these cells results in a tumor-promoting microenvironment. Understanding the signaling mechanisms driving tumor-associated macrophage function is important for developing macrophage-focused therapeutic strategies for effective tumor control.

## Materials and methods

### Mice

*Csf1r-iCre* mice (Jackson Laboratories) and Stat5^fl/fl^ mice [generated by Dr. Lothar Hennighausen [28], obtained from Dr. Michael Farrar, University of Minnesota] were backcrossed to the BALB/c background, which was verified using congenic analysis (IDEXX-RADIL, Columbia, MO). STAT5^fl/fl^ and *Csf1r-iCre* mice were crossed to generate conditional knockout mice (STAT5^cKO^). Wild-type (WT) BALB/c mice were purchased from Envigo. All experiments were performed with 6- to 8-week-old female mice and all animal care and procedures were approved by the Institutional Animal Care and Use Committee of the University of Minnesota and in accordance with the procedures detailed in the Guide for the Care and Use of Laboratory Animals [29].

### Cell culture and stimulation

HC11 [30] and HC11/R1 cells were obtained from Jeffrey Rosen, Baylor College of Medicine, Houston, TX, and maintained as described previously [31]. To generate a cell line with enhanced take rate and metastatic propensity, HC11/R1 cells were injected into the mammary fat pad and primary tumors were harvested. Tumor cells were enriched for in culture by incubating in HC11 medium containing 2 mg/mL puromycin. Resulting cell lines were then injected into mammary fat pads of naïve mice and assessed for primary tumor formation and metastasis. The HC11/R1-LM cell line was identified based on its ability to metastasize to the lung following in vivo passage [32]. 4T1 cells were obtained from Thomas Griffith, University of Minnesota, Minneapolis, MN and grown in media containing RPMI, 10% FBS, 1% penicillin/streptomycin (Life Technologies), 1% L-glutamine (Life Technologies), 10 mM HEPES (Life Technologies), 1 mM sodium pyruvate (Life Technologies) 200 µg/mL G418. Human breast cancer and epithelial cell lines and THP-1 cells were obtained from and maintained in accordance with ATCC recommendations. Mouse BMDMs were maintained according to published protocols [33]. Human primary macrophages were derived from PBMCs isolated from Trima Cones obtained through the Memorial Blood Center, Minneapolis, MN. PBMCs were subjected to CD14 + enrichment via CD14 + microbeads (Miltenyi Biotec) through MACS LS columns (Miltenyi Biotec) and differentiated into macrophages with recombinant M-CSF (BioLegend) in RPMI supplemented with 10% FBS and 1% penicillin/streptomycin on days 1 and 5 (Day 5 treatment with 2X M-CSF) following CD14 + enrichment. All cells were grown at 37 °C and 5% CO2 and regularly checked for mycoplasma contamination. Serum-starved HC11, HC11/R1, and HC11/R1-LM cells were treated with 30 nM B/B (Clontech) or vehicle (ethanol) for 24 h, and conditioned media was collected, filtered, and used to stimulate BMDMs. 4T1 cells were serum-starved for conditioned media which was used to treat BMDMs. THP-1 cells were differentiated into macrophages with 5 ng/mL phorbol 12-myristate 13-acetate (PMA) overnight. Conditioned medium (CM) collected from serum-starved breast cancer cell lines was spun down to eliminate cellular debris and used to stimulate differentiated THP-1 or primary human macrophages that were serum-depleted in 1% FBS in DMEM for 4 h prior to CM exposure. In experiments neutralizing GM-CSF, rat anti-mouse GM-CSF (BioTechne) was incubated with tumor cell CM at a concentration of 2.5 µg/mL for 1 h at 37 °C prior to treatment of BMDMs. Normal mouse IgG (Santa Cruz) and no treatment were controls incubated with tumor cell CM prior to BMDM stimulation. BMDMs were stimulated with 4T1 CM for 24 h, media was replaced with fresh serum-free media for an additional 24 h to collect soluble factors from the STAT5^fl/fl^ and STAT5^cKO^ TAMs and referred to as STAT5^fl/fl^ DCM (double conditioned-media) and STAT5^cKO^ DCM, respectively. For non-contact co-culture experiments, 4T1 tumor cells were cultured in the bottom of a six-well plate along with STAT5^fl/fl^ or STAT5^cKO^ BMDMs plated in a 0.4 µm hanging insert to allow for soluble factor exchange.

### Migration assay

BMDMs were seeded at 2500 cells per 24-well 0.8 µm hanging insert in DMEM10 media and incubated overnight while 4T1 cells were starved in serum-free media. BMDMs in inserts were starved for 4 h prior to the addition of 1 × 10^4^ 4T1 cells. As controls, 4T1 cells were seeded alone. Six hundred microliters of RPMI-1640 medium containing 1% FBS was added to the lower chamber of the 24-well plate. After 20 h, cells on the apical side of the top chamber were removed with a cotton swab, inserts washed in PBS, then fixed with methanol for 10 min at − 20 °C. Cells which migrated to the lower side of the membrane were adhered to slide, coverslipped with DAPI and counted under a fluorescence microscope.

### Immunoblot analysis

Cells were lysed in RIPA buffer containing protease inhibitors and protein lysates were subjected to SDS–PAGE and immunoblot analysis as previously described [34]. Antibodies used include pSTAT5 (Cell Signaling #9314, 1:1000), total STAT5 (Cell Signaling #9363, 1:1000), β-tubulin (Cell Signaling # 2146S, 1:1000), pFAK Y397 (Cell Signaling, # 3283S, 1:1000), and total FAK (Cell Signaling #3285S, 1:1000).

### Quantitative RT-PCR

RNA for qRT-PCR was extracted from cells using TriPure trizol (Roche) and cDNA was prepared using the qScript cDNA synthesis kit (Quanta Biosciences) according to the manufacturers’ protocols. qRT-PCR was performed using PerfeCTa SYBR Green (Quanta Biosciences) and the Bio-Rad iQ5 system. The 2^−ΔΔCt^ method was used to determine relative quantification of gene expression and normalized to cyclophilin B (CYBP). Primer sequences: Human GMCSF: Fwd- CGTCTCCTGAACCTGAGTAGA, Rev- TGCTGCTTGTAGTGGCTG G. Mouse GMCSF: Fwd- GGCCTTGGAAGCATGTAGAGG, Rev- GGAGAACTCGTTAGAGACGACTT; Col1a1: Fwd– GACGCCATCAAGGTCTACTG, Rev- ACG GGA ATC CAT CGG TCA; Col5a2: Fwd- CAGAAGCCCAG ACGTATCG, Rev- GGTGGTCAGGCACTTCAGAT; Vegfa: Fwd- ACGTCAGAGAGCAACATCACC, Rev- CTTTGT TCT GTC TTT CTT TGG TCT G; Gpx1: Fwd- ATGTCGCGTCTCTCTGAGG, Rev- CCGAACTGATTGCACGGGAA; Bcl6: Fwd- CCGGCTCAATAATCTCGTGAA, Rev- GGTGCATGT AGAGTGGTGAGTGA.

### ELISA

Breast cancer cell CM samples were collected and used to perform a human GM-CSF DuoSet ELISA (R&D Systems). Murine tumor cell CM was used to perform mouse GM-CSF ELISA (R&D Systems). STAT5^fl/fl^ DCM and STAT5^cKO^ DCM was subjected to mouse Type I Collagen ELISA (Novus Biologicals). All ELISAs were performed according to the manufacturer’s instructions. 

### RNA-seq analysis

Total RNA was collected using TriPure reagent (Roche) from primary human STAT5^fl/fl^ and STAT5^cKO^ BMDMs treated with DMEM, 20 ng/mL rmGM-CSF (Fisher Scientific), or 4T1 CM. Samples were submitted in biological triplicate to the University of Minnesota Genomics Center for quality control, library creation, and next-generation sequencing. Due to quality control, one biological replicate was removed from the STAT5^fl/fl^ BMDM submissions. Sequencing data have been deposited in the gene expression omnibus (GEO) GSE171428.

### RNA-seq data processing

Bulk RNAseq samples were processed and aligned using the CHURP version 0.2.2 command line interface framework. A full description of the CHURP pipeline can be found in Baller et al. [35]. Briefly, trimmomatic version 0.33 was used to clean reads for adapter contamination and low-quality sequence, and FastQC was used to generate sequence quality reports for raw and trimmed reads [36]. HISAT2 version 2.1.0 was used to align samples to the genome reference consortium mouse build 38 reference genome [37]. featureCounts v1.6.2 was used to count mapped reads to genes [38]. M. musculus GRC build 38.99 gft file was used.

### Gene expression and pathway analysis

All differential gene expression and pathway analyses were done in R v 3.6.3 (R Core Team, 2020). Differential gene expression analysis was done in EdgeR v 3.28.1 [39]. Differentially expressed genes were identified between wild-type and Stat5 knockout samples for each treatment (DMEM, 4T1-CM and GM-CSF). Counts were normalized using the relative log expression normalization method and only genes with counts per million greater than one in two or more samples were kept. A general linear model approach was used to test for differentially expressed genes between wild-type and knockout samples for each treatment. A gene was categorized as differentially expressed if the p value was less than 0.01 after p value adjustment. P values were adjusted using the Benjamini & Hochberg method and there was no minimum log fold change required. GO term enrichment analysis and gene set enrichment analysis (GSEA) were done using the ClusterProfiler R package [40]. The hallmark gene set from the Molecular Signatures Database v 7.1 (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp) was used for the GSEA analysis. Human gene orthologs of mouse genes were obtained from the Mouse Genome Informatics website (http://www.informatics.jax.org/downloads/reports/HMD_HumanPhenotype.rpt). 

### ELISA sample collection

Breast cancer cells were serum-starved for 24 h and conditioned medium samples were collected and spun at 1000 xg for 15 min at 4 °C. BSA in PBS was then added to each sample for a final concentration of 0.5%. Each sample was then transferred to a clean eppendorf tube and spun at 10,000 × g for 10 min at 4 °C, after which the supernatants were used for ELISA. Murine tumor cells were serum-starved for 24 h and conditioned media samples were collected and spun to eliminate cellular debris. BMDMs were stimulated with 4T1 CM for 24 h, media was replaced with fresh serum-free media for an additional 24 h to collect STAT5^fl/fl^ DCM and STAT5^cKO^ DCM.

### Microscope image acquisition

All images were taken on a Leica DM400B microscope at either 20 × or 40 × objectives. Images were acquired using a Leica DFC310 FX camera and LAS V3.8 software and processed in ImageJ. 3 images per lung were analyzed for metastasis.

### Tissue analysis

For immunofluorescence analysis, frozen OCT tumors were sectioned 5-μm-thick prior to staining. For paraffin embedded sections, tumors were fixed in 4% PFA and paraffin embedded. Lungs were inflated with 500µL of 2% PFA and fixed before paraffin embedding. Five-micrometer-thick sections were stained with hematoxylin and eosin (H&E).

### In vivo studies

For BALB/c mice tumor induction, 1 × 10^4^ HC11/R1-LM cells or 4T1 cells in 50% Matrigel (BD Biosciences) were injected into the inguinal mammary fat pads of 6-week-old mice. All mice receiving HC11/R1-LM tumors received 1 mg/kg B/B Homodimerizer (Clontech), intraperitoneally, twice weekly. For co-injections studies, BMDMs were treated with 4T1 CM for 24 h. CM-treated BMDMs were then harvested and injected at a ratio of 1:4 with 4T1 tumor cells. All mice were examined for tumor development by palpation and considered tumor-bearing once tumor size reached ∼100 mm^3^. Researchers were blinded to mouse genotype and co-injection group during data collection and analysis. Tumor volume was calculated using the following equation: V = (L × W2)/2. Mice were euthanized when tumors reached 1 cm^3^ and survival was recorded as number of days from surgery (Day 0) until tumor size endpoint.

### Tissue processing, macrophage isolation, and flow cytometry

At endpoint, lungs or tumors were harvested, minced, and digested in 1 mg/mL Collagenase D (Roche) containing 15 μg/mL DNaseI (Sigma-Aldrich) at 37 °C with shaking for 45–60 min. Following digestion, tissues were further homogenized through a 70 μm cell strainer and pelleted by centrifugation at 500 g. Red blood cells were lysed in ACK Buffer (150 mM ammonium chloride, 10 mM potassium chloride, 0.1 mM sodium EDTA, pH 7.4) and cells were resuspended in FACS Buffer (2% FBS and 1 mM EDTA in PBS). Macrophages were isolated using the Miltenyi F4/80 positive selection MACS beads (130-110-443) and lysed in RIPA buffer prior to immunoblot analysis. For flow cytometry analysis, cells were stained in an antibody master mix including fixable viability dye (eBioscience) and anti-CD16/CD32 (eBioscience, clone 93) at room temperature protected from light. Following surface antibody staining, samples were fixed in 2% paraformaldehyde (PFA) for 1 hour at room temperature. Cells were washed and permeabilized in 1 × Flow Cytometry Permeabilization Buffer (Tonbo) for 5 min, followed by incubation with intracellular antibodies in this buffer for 30 min at room temperature. Following a wash and centrifugation, cells were incubated with streptavidin-APC (eBioscience) for an additional 15 min at room temperature. Antibodies used include: CD45 (BD Biosciences, clone 30-F11), Ly6G (BioLegend, clone 1A8), CD64 (BioLegend, clone X54-5/7.1), MerTK (R&D Systems, polyclonal #BAF591, biotinylated). CountBright Absolute Counting Beads (Life Technologies) were used for cell number calculations. Samples were collected using a LSR Fortessa X-20 cytometer (BD Biosciences) and analyzed using FlowJo Software.

### Statistical analysis

Statistical analysis was performed using Student’s unpaired, two-tailed t test. Comparisons between at least three groups was performed using one-way ANOVA with Tukey’s multiple comparison test. Overall survival data were summarized using Kaplan–Meier curves and compared by treatment groups using log-rank tests (GraphPad PRISM v9). Error bars represent standard error of the mean (SEM). P values < 0.05 were considered statistically significant.

## Results

### Tumor cell-derived factors activate STAT5 in macrophages

JAK/STAT signaling is an important oncogenic pathway in both tumor and stromal cells [16, 17, 41–46]. While STAT1, STAT3, and STAT6 have been previously linked to TAM function [11, 12, 47], little is known regarding the function of STAT5 in TAMs. To determine whether tumor cells produce soluble factors that activate STAT5 in vitro, conditioned medium (CM) samples were collected from estrogen receptor positive (ER +) (T47D, MCF7, BT-474, ZR751), human epidermal growth factor receptor 2 (HER2 +) (BT-474, SKBR3), and TNBC (Hs578T, MDA-MB-231, MDA-MB-468, BT-549) cells. Soluble factors from serum-starved TNBC, but not ER + or HER2 + , cell lines induced STAT5 phosphorylation (pSTAT5) in THP-1 macrophages and peripheral blood mononuclear cell (PBMC)-derived macrophages (Fig. 1A, B). We also assessed the ability of murine mammary tumor cell lines to activate STAT5 in macrophages. 4T1 cells represent a well-characterized BALB/c-derived model of TNBC that efficiently metastasize to the lung following orthotopic injection [48]. To confirm these findings using an additional model, further studies were performed using a panel of cell lines derived from the immortalized, non-transformed HC11 mammary epithelial cell line [30]. We previously generated the HC11/R1 cell line, which is driven by an inducible FGFR1 oncogene when stimulated with a B/B homodimerizer and capable of tumor growth in vivo [34]. We have also recently generated a metastatic variant of these cells using in vivo passaging techniques, termed HC11/R1-LM [32]. Similar to the findings with human cell lines, soluble factors from serum-starved 4T1, B/B-stimulated HC11/R1, and B/B-stimulated HC11/R1-LM cells induced activation of STAT5 in mouse bone marrow derived macrophages (BMDMs) (Fig. 1C). Parental HC11 and solvent-stimulated HC11/R1 and HC11/R1-LM cells failed to activate STAT5, demonstrating that FGFR1 activation in epithelial cells leads to the production of soluble mediators that activate the STAT5 pathway in macrophages. To determine whether activation of STAT5 in macrophages occurs in mammary tumors in vivo, 4T1 cells were injected into the inguinal mammary fat pads of BALB/c mice and tumor sections were co-stained for pSTAT5 and the macrophage marker F4/80. Quantification determined that ~ 31% of F4/80 + cells are also pSTAT5 + (Fig. 1D). These results demonstrate soluble factors produced by human and murine tumor cells activate STAT5 in a subset of macrophages in the tumor microenvironment.

**Fig. 1:**
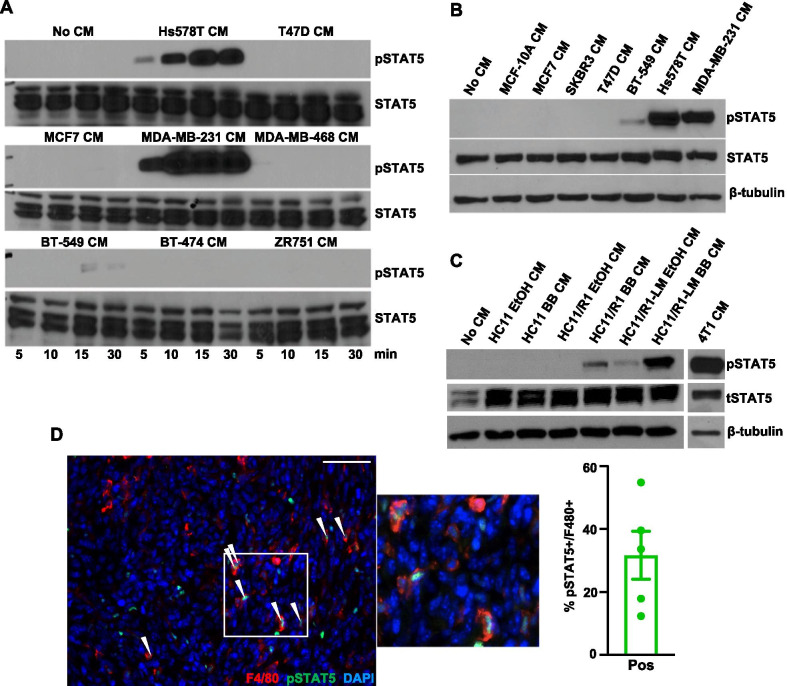
Tumor cell-derived soluble factors activate STAT5 signaling in macrophages. **A** Immunoblot for pSTAT5 and total STAT5 (STAT5) protein in THP-1 cells treated with the CM from the indicated human breast cancer cells for indicated times in minutes. **B** Immunoblot for pSTAT5, STAT5, and β-tubulin (loading control) protein in PBMC-derived macrophages treated with the CM from the indicated human breast cancer cells. **C** CM from B/B-stimulated HC11, HC11/R1, HC11/R1-LM and 4T1 cells was used to stimulate BMDMs. Immunoblot analysis for pSTAT5, STAT5, and β-tubulin. **D** 4T1 tumor sections were stained for F4/80 (red) and pSTAT5 (green). White arrows indicate co-stained cells. Scale bar: 50 μm. Quantification of percent of F4/80 + cells that were also pSTAT5 + from 5 representative tumors

### Tumor cell-derived GM-CSF activates STAT5 in macrophages

There are multiple avenues through which cell signaling leads to STAT5 activation. GM-CSF is a well-studied canonical activator of STAT5 signaling and is a cytokine that we and others have found to be produced by breast cancer cells [11, 49–51]. Therefore, we evaluated GM-CSF expression in a subset of the breast cancer cell lines used in Fig. 1. We found high GM-CSF expression in serum-starved Hs578T and MDA-MB-231 TNBC cells compared to MCF7 (ER +), BT-474 (HER2 +), and non-transformed epithelial MCF-10A cells. (Fig. 2A). Assessment of GM-CSF by ELISA revealed elevated concentrations in Hs578T and MDA-MB-231 CM, both of which induced pSTAT5 in macrophages (Fig. 2B). Analysis of GM-CSF production by the HC11, HC11/R1, and HC11/R1-LM cells demonstrated that B/B-treated HC11/R1 and HC11/R1-LM cells induced GM-CSF production (Fig. 2C). We and others have demonstrated that 4T1 cells produce soluble GM-CSF (Fig. 2C) [11, 52]. Further studies were performed to assess the functional contributions of GM-CSF to STAT5 activation in macrophages. Pre-treatment of 4T1-derived and HC11/R1-derived CM with a GM-CSF neutralizing antibody prior to BMDM stimulation led to a significant reduction in pSTAT5 in macrophages (Fig. 2D). These results suggest that tumor cell-derived GM-CSF contributes to STAT5 activation in macrophages.

**Fig. 2:**
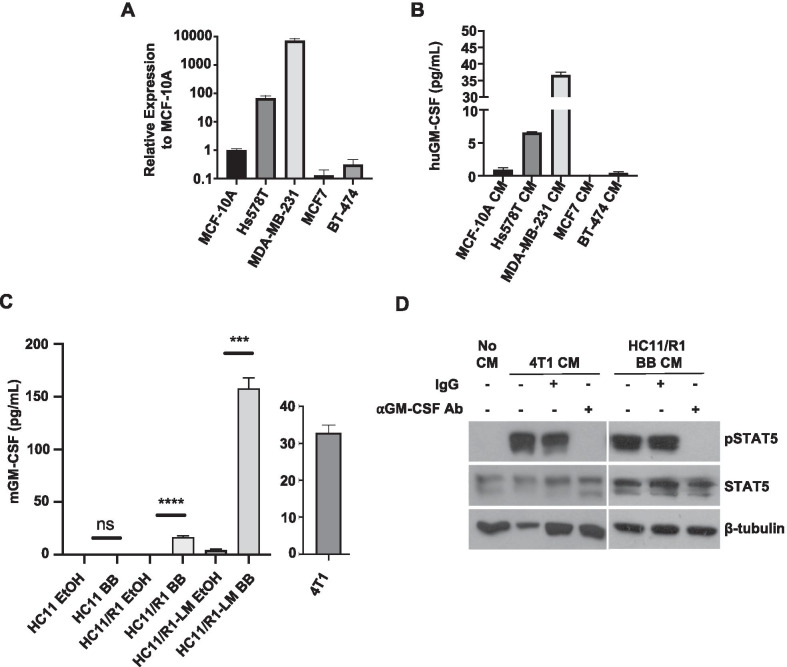
Tumor cell-derived GM-CSF activates STAT5 in macrophages. **A** qRT-PCR analysis for GM-CSF in TNBC (Hs578T and MDA-MB-231), ER + (MCF7) and HER2 + (BT-474) human breast cancer cells relative to expression in MCF-10A cells. **B** ELISA analysis for GM-CSF in CM collected from MCF-10A, MDA-MB-231, Hs578T, MCF7, and BT-474 cells. **C** ELISA analysis for GM-CSF in CM collected from 4T1 cells and B/B-stimulated HC11, HC11/R1, and HC11/R1-LM cells relative to EtOH controls. **D** Immunoblot analysis for pSTAT5, TSTAT5, and β-tubulin in BMDMs treated with No CM, tumor CM (4T1 or HC11/R1 BB), or tumor CM incubated for 1 h at 37 °C with 2.5 µg/mL neutralizing GM-CSF antibody (⍺GM-CSF Ab)

### Myeloid deletion of STAT5 promotes metastasis

The immunocompetent 4T1 and HC11/R1 mammary tumor models were selected for further studies to assess the functional consequences of STAT5 activation in TAMs. STAT5-floxed mice were crossed with *Csfr1-iCre* mice to produce STAT5^fl/fl^ and STAT5^cKO^ BALB/c mice [27] and 1 × 10^4^ 4T1 tumor cells were injected into the inguinal mammary glands of the female mice. Isolation of macrophages from mammary tumors demonstrated a reduction in total STAT5 expression in macrophages from STAT5^cKO^ mice compared with STAT5^fl/fl^ mice (Fig. 3A). Further characterization of these mice demonstrated no significant differences in the frequency of macrophages within the CD45 + population, although there was a reduction in the total number of macrophages observed in tumors harvested from STAT5^cKO^ mice compared with STAT5^fl/fl^ mice (Fig. 3B). Further studies were performed to determine whether myeloid STAT5 deletion led to changes in mammary tumor growth and metastasis. While there were no significant differences observed in primary tumor growth between the two groups of mice (Fig. 3C), we observed a statistically significant increase in lung metastasis in the STAT5^cKO^ mice compared to the STAT5^fl/fl^ mice (Fig. 3D). These findings were confirmed using the HC11/R1-LM cells described above. 1 × 10^4^ tumor cells were injected into the mammary glands of STAT5^fl/fl^ and STAT5^cKO^ BALB/c mice. Similar to the 4T1 model, there were no significant differences in primary tumor onset, growth rate, or weight at endpoint between STAT5^fl/fl^ and STAT5^cKO^ tumor-bearing mice (Fig. 3E, Additional file 1: Fig. S1, S2). However, quantification of metastatic lesions in H&E-stained lungs demonstrated significantly increased metastasis in the STAT5^cKO^ mice (Fig. 3F). These data indicate that *Csfr1-*mediated deletion of STAT5 in the myeloid compartment results in enhanced lung metastasis, which suggests STAT5 activation in macrophages may be protective against metastatic progression.

**Fig. 3:**
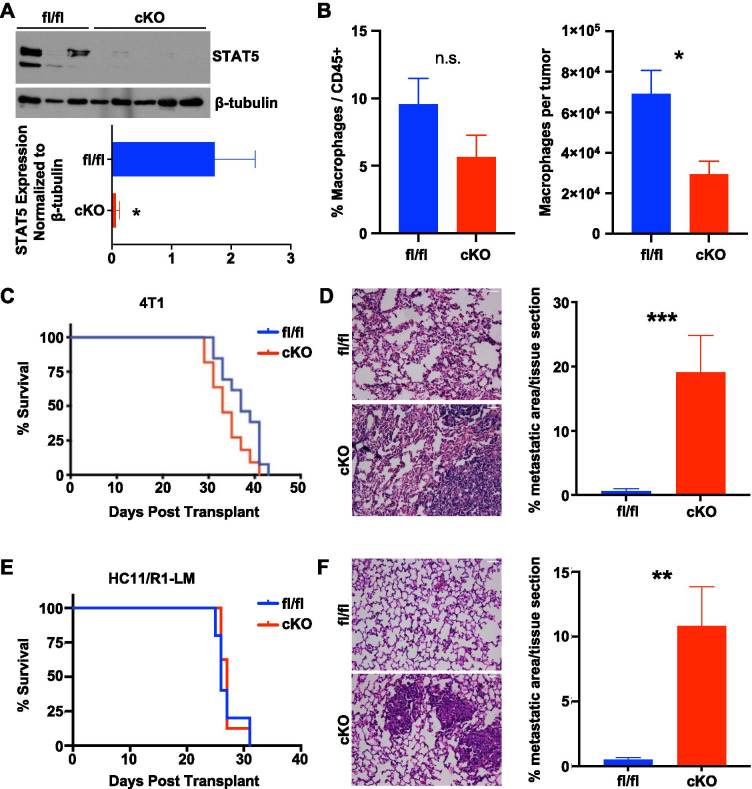
Deletion of STAT5 in myeloid cells enhances lung metastasis. **A** Immunoblot for total STAT5 in macrophages isolated from 4T1 tumors in fl/fl or cKO mice. Densitometry analysis relative to loading control. **B** Flow cytometric analysis of the relative frequency (among CD45 + cells) and total number of macrophages isolated from 4T1 tumors at endpoint. **C** Kaplan–Meier curves of 4T1 cells or **E** HC11/R1-LM cells transplanted into STAT5^fl/fl^ (n = 5–13) or STAT5^cKO^ (n = 8–11) mice. % Survival on Y-axes indicates proportion of mice reaching tumor size endpoint of 1cm^3^. **D** Lung sections from 4T1 and **F** HC11/R1-LM tumor-bearing mice stained for H&E and quantified percent metastatic area per tissue section. Lungs quantified from at least 4 mice per group. Unpaired *t-*test was used for statistical analysis. *P < 0.05, **P < 0.01. Scale bar: 50 μm

### STAT5 in macrophages differentially regulates expression of adaptive immunity-related and tumor-promoting genes

To further explore the enhanced metastasis phenotype observed in STAT5^cKO^ mice, we sought to determine how STAT5 regulates gene expression in macrophages. STAT5^fl/fl^ and STAT5^cKO^ BMDMs were stimulated for 2 h with serum-free medium, recombinant mouse GM-CSF (rmGM-CSF), or 4T1 CM for RNA-seq analysis. 

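Macrophages of 2 STAT5 fl/fl mice and 3 STAT5 cKO mice were each cultured in serum-free DMEM, in 20 ng/mL rmGM-CSF and in 4T1 CM, the medium conditioned by cells of the 4T1 mouse mammary tumor line. Each of the 15 libraries holds the RNA of one mouse under one treatment. The paper's methods state that 1 STAT5 fl/fl replicate was removed after quality control. The authors aligned the read pairs to GRCm38 with HISAT2 and counted fragments with featureCounts, on the strand of the gene, where both ends mapped with a mapping quality of at least 10. The deposited values are these fragment counts, without normalization, for 55385 Ensembl genes. Total counts per library ranged from 16016736 to 22883108, with a median of 21379480. The median total of the STAT5 fl/fl libraries was 21530907 with DMEM, 18288031 with rmGM-CSF and 20664916 with 4T1 CM. In the STAT5 cKO libraries it was 21508908, 20503833 and 22261354, respectively. With 4T1 CM the totals of the genotypes did not overlap, since the largest STAT5 fl/fl library had 21379480 counts and the smallest STAT5 cKO library had 21624565. Taking 3 counts as the floor of detection, the lowest expression the depth can show lay between 0.131 and 0.187 CPM (counts scaled by the library total), a floor that covers counting error only. Counts were normalized with the relative log expression method of edgeR, and the 13005 genes with more than 1 CPM in at least 2 libraries were kept, both as in the paper's methods. A single model with 6 groups of genotype and treatment was fitted to all libraries. Groups were compared with edgeR's quasi-likelihood F test, and genes with a Benjamini-Hochberg adjusted p-value under 0.01 were called differentially expressed, with no minimum fold change. The standard error given for a log2 fold change is its size divided by the square root of the F statistic. In simulated counts with 200 genes of a mean count of at least 20 changed by a log2 fold change of 1 between the genotypes, the same steps recovered 83.5% of these genes and 1.18% of the calls were false. The simulated spread of a gene was the same in all treatments and held no effect of the mouse. These rates therefore do not extend to a treatment whose replicates vary more than the others.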

Hierarchical clustering of the most variable genes revealed gene expression profiles vary between rmGM-CSF treatment and 4T1 CM. 

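On the log2 CPM of the 500 most variable genes, hierarchical clustering with Euclidean distance and complete linkage placed the 15 libraries in 3 clusters, and each cluster held all libraries of 1 treatment. The first principal component carried 58.3% of the variance and ran from 4T1 CM to DMEM, and the second carried 23.5% and set rmGM-CSF apart. Libraries of the same mouse were on average 53.9 units apart between rmGM-CSF and 4T1 CM, 65.3 between DMEM and 4T1 CM, and 45.5 between DMEM and rmGM-CSF. Libraries that shared both genotype and treatment were closer, at a mean distance of 15.8 with DMEM, 14.7 with rmGM-CSF and 16.6 with 4T1 CM. The same 3 clusters formed with fewer or more genes, with 1 minus the Pearson correlation as the distance, with average linkage, and with each STAT5 cKO mouse left out. In STAT5 fl/fl BMDMs, 3704 genes differed between rmGM-CSF and DMEM, 4867 between 4T1 CM and DMEM, and 3968 between 4T1 CM and rmGM-CSF. In STAT5 cKO BMDMs the numbers were 3053, 4894 and 4434. Among the fits without a STAT5 cKO mouse, the first of these moved most in proportion to its size, to 1833 genes without replicate 2. Libraries of one mouse deviated from their group means together, with a mean Pearson correlation across genes of 0.142 over 6 pairs in STAT5 fl/fl and 0.157 over 9 pairs in STAT5 cKO. With only 2 STAT5 fl/fl mice, their deviations from a group mean mirror each other, so the 6 pairs are not independent. With the mouse as a block in the model, 4007, 5194 and 4286 genes differed in STAT5 fl/fl BMDMs, and 3336, 5204 and 4733 in STAT5 cKO BMDMs. Of the genes called without the block, 3661 (rmGM-CSF against DMEM, STAT5 fl/fl) and 2996 (rmGM-CSF against DMEM, STAT5 cKO) were also called with it.

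**Figure D1:**
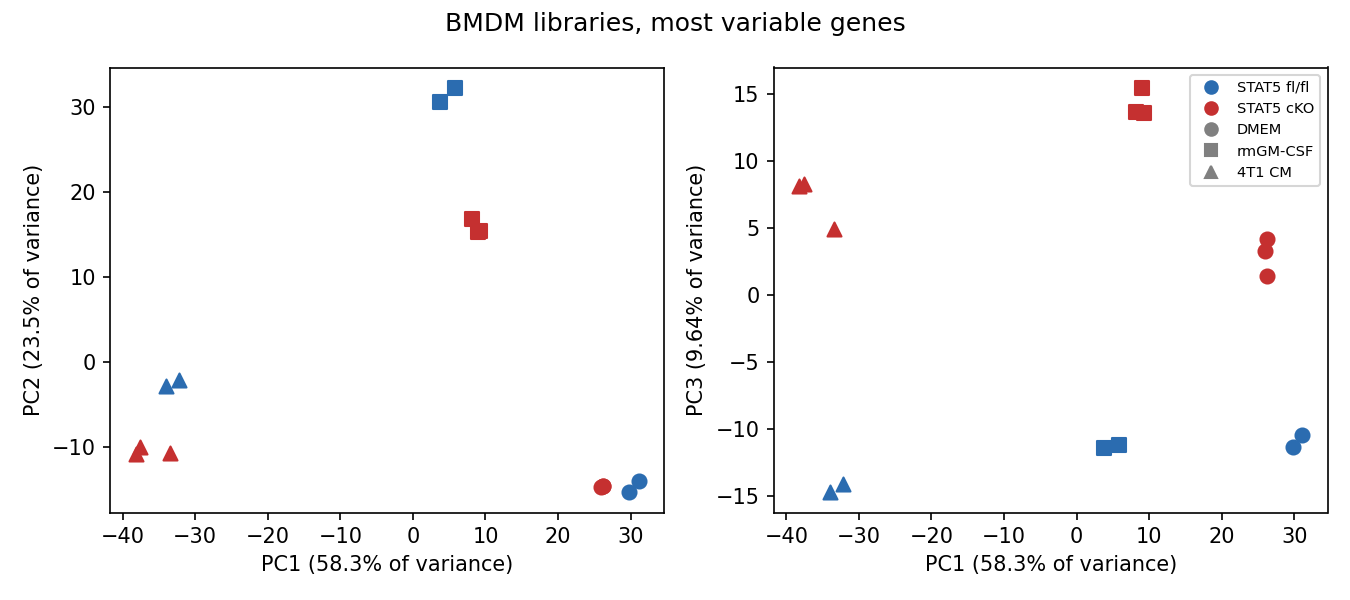
Position of the 15 libraries on the first 3 principal components of the 500 most variable genes, with color for genotype and symbol for treatment. The treatments separate on the first and second components, and the genotypes separate on the third, which carries 9.64% of the variance.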

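The deleted genes separated the genotypes in every library. Stat5a (ENSMUSG00000004043, chromosome 11 of GRCm38 from 100859351 to 100885169) had 29.7 ± 0.942 normalized CPM (SD, n = 2 mice) in STAT5 fl/fl BMDMs with DMEM, 44 ± 1.54 with rmGM-CSF and 41.8 ± 4.04 with 4T1 CM. Every STAT5 cKO library had 3 counts of it or fewer, so that it was at least 200-fold, 235-fold and 301-fold lower, respectively. Stat5b (ENSMUSG00000020919, chromosome 11 from 100780731 to 100850724) had 67.7 ± 2.92, 61.2 ± 0.473 and 72.7 ± 7.24 normalized CPM in STAT5 fl/fl BMDMs. It was at least 455-fold lower in STAT5 cKO BMDMs with DMEM, and had 0.0972 ± 0.0708 CPM (SD, n = 3 mice) with rmGM-CSF and 0.11 ± 0.073 with 4T1 CM, or at most 4 counts. Inside each treatment's cluster the STAT5 fl/fl and the STAT5 cKO libraries formed separate branches, in 3 of 3 treatments. The mean distance between libraries of different genotype exceeded that within genotypes by 7.15 with DMEM, 18.9 with rmGM-CSF and 11.6 with 4T1 CM. In each treatment the true genotypes gave the largest such difference of the 10 splits of the 5 mice (one-sided exact permutation test, p = 0.1, the smallest p that 2 mice against 3 allow). Between the genotypes, 324 genes differed with DMEM (122 higher and 202 lower in STAT5 cKO), 1275 with rmGM-CSF (464 higher, 811 lower) and 1001 with 4T1 CM (537 higher, 464 lower). At an unadjusted p-value under 0.05 the numbers were 2824, 3767 and 3683. The number with 4T1 CM depended most on the fit: with only the 5 libraries of that treatment in the model, 280 genes differed, 278 of them among the 1001. Such a fit gave 277 genes with DMEM and 1725 with rmGM-CSF. Replicate pairs varied more with 4T1 CM (chi-square per degree of freedom over genes 10.9 to 23.2) than with rmGM-CSF (4.42 to 5.88). The main fit shares a single estimate of the spread across treatments, so it may call too many genes with 4T1 CM.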

Secondary clustering occurs according to mouse genotype, suggesting differences in transcriptional behavior in stimulated BMDMs from the STAT5^cKO^ and STAT5^fl/fl^ mice (Fig. 4A). Gene ontology (GO) analysis determined that genes significantly reduced in rmGM-CSF STAT5^cKO^ macrophages were associated with recruitment, activation, and response of the adaptive immune system (Fig. 4B). 

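Of the genes lower in STAT5 cKO BMDMs with rmGM-CSF, those with the smallest adjusted p-values besides Stat5a and Stat5b were Cish, Ccl17 and Socs3. Cish (ENSMUSG00000032578, chromosome 9 of GRCm38 from 107296026 to 107302784) had 148 ± 2.3 normalized CPM (SD, n = 2) in STAT5 fl/fl and 2.29 ± 0.327 (SD, n = 3) in STAT5 cKO BMDMs, a log2 fold change of -5.99 (standard error 0.11, adjusted p = 8.61e-17 from edgeR). Ccl17 (ENSMUSG00000031780, chromosome 8 from 94810453 to 94812036), which encodes a chemokine for T cells, had 23.2 ± 2.04 CPM in STAT5 fl/fl BMDMs and at most 1 count in each STAT5 cKO library, at least 124-fold lower. Socs3 (ENSMUSG00000053113, chromosome 11 from 117966079 to 117970047) went from 667 ± 19.3 to 171 ± 9.4 CPM, a log2 fold change of -1.96 (standard error 0.06, adjusted p = 2.32e-13). The GO terms of Fig. 4B were not used here. In their place, 7 lists of genes written by hand and 9 Reactome sets were tested as lists with limma's camera, for rmGM-CSF and 4T1 CM, and the p-values of the 32 tests were adjusted together. With rmGM-CSF, 6 of the 16 lists passed an adjusted p-value of 0.05, and all 6 were lower in STAT5 cKO BMDMs. Of the tested STAT5 target genes, 10 of 10 were lower (median log2 fold change -1.37, adjusted p = 4e-64). IFNγ-induced genes were lower in 16 of 18 cases (median -0.71, adjusted p = 9.29e-10), and NF-κB target genes in 14 of 19 (median -0.20, adjusted p = 1.11e-05). Genes of MHC class II antigen presentation written by hand were lower in 9 of 9 cases (median -0.73, adjusted p = 0.00839), which the rotation test fry left at an adjusted p of 0.0565. This effect did not differ from that with DMEM (adjusted p of the interaction 0.619), and a Reactome set of MHC class II antigen presentation did not pass with camera (50 of 74 genes lower, median -0.06, adjusted p = 0.0795) but did with fry (0.0173) and fgsea (0.0309). The Reactome set of chemokines and their receptors was lower (13 of 21 genes, median -0.40, adjusted p = 2.35e-08), although only 77.9% of its identifiers matched the count table. Genes of the Reactome interferon gamma signaling set were lower as well (44 of 73 genes, median -0.08, adjusted p = 1.41e-05). The larger Reactome set of the adaptive immune system had 183 of 330 genes lower and an adjusted p of 0.188 with camera, 0.0118 with fry and 0.0058 with fgsea. It held 39 genes called lower where 20.6 were expected (Fisher's exact test, adjusted p = 0.000907), a test that was chosen after the data were seen. All of these directions were the same with TMM normalization. The number of lists past the threshold moved most with fry, to 11.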

To further investigate macrophage gene expression in the context of the tumor microenvironment, we focused on genes differentially expressed in STAT5^cKO^ BMDMS when stimulated with 4T1 CM. 

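Among the genes lower in STAT5 cKO BMDMs with 4T1 CM, Cish (log2 fold change -4.13, standard error 0.12, adjusted p = 1.33e-13 from edgeR), Egr2 and Socs2 had the smallest adjusted p-values after Stat5a and Stat5b. Egr2 (ENSMUSG00000037868, chromosome 10 of GRCm38 from 67535475 to 67542188) had 76.1 ± 5.02 normalized CPM (SD, n = 2) in STAT5 fl/fl and 18.6 ± 2.8 (SD, n = 3) in STAT5 cKO BMDMs, a log2 fold change of -2.03 (standard error 0.10, adjusted p = 5.98e-10). Socs2 (ENSMUSG00000020027, chromosome 10 from 95385362 to 95417180) had 98.6 ± 26.3 and 15.4 ± 1.91 CPM, a log2 fold change of -2.68 (standard error 0.14, adjusted p = 1.39e-09). Of these genes, 321 were also among those lower with rmGM-CSF. The log2 fold changes between the genotypes with rmGM-CSF and with 4T1 CM had a Pearson correlation of 0.615 and a Spearman correlation of 0.522 across genes, which are not independent replicates. Of the 16 gene lists, 5 passed an adjusted p-value of 0.05 with 4T1 CM, and 4 of these were lower in STAT5 cKO BMDMs. IFNγ-induced genes were lower in 16 of 18 cases (median log2 fold change -0.24, adjusted p = 0.000475 from limma's camera). Of these, 3 were called lower where 0.642 were expected (Fisher's exact test, adjusted p = 0.093). The Reactome interferon gamma signaling set did not pass with camera (37 of 73 genes lower, median -0.02, adjusted p = 0.123). Without each STAT5 cKO mouse its adjusted p was 0.408, 0.0559 and 0.0939. It did not pass with fry (adjusted p = 0.0744) but did with fgsea (adjusted p = 0.0424). The set held 10 genes called lower where 2.6 were expected (Fisher's exact test, adjusted p = 0.00161). The MHC class II genes were lower in 8 of 9 cases (median -0.59, adjusted p = 0.00222), and fry gave this list an adjusted p of 0.0809. They were already lower with DMEM (8 of 9 genes, median -0.64, adjusted p = 0.0035), with no difference between these effects (adjusted p of the interaction 0.645), and the Reactome set of MHC class II antigen presentation did not pass with 4T1 CM (33 of 74 genes lower, adjusted p = 0.38). The Reactome set of chemokines and their receptors was lower in 14 of 21 genes (median -0.09, adjusted p = 0.0085), with an adjusted p of 0.0504 by fgsea and of 0.0753 without STAT5 cKO replicate 1. This set held 8 genes called lower where 0.749 were expected (Fisher's exact test, adjusted p = 6.37e-06). The Reactome set of the adaptive immune system did not differ as a list (136 of 330 genes lower, adjusted p = 0.843), while 22 of its genes were called lower against 11.8 expected (Fisher's exact test, adjusted p = 0.0252).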

Similar to the rmGM-CSF treatment, downregulated genes in STAT5^cKO^ CM-treated macrophages resulted in adaptive immunity-related GO terms such as T cell activation, neutrophil, granulocyte and macrophage migration, and cellular response to IFNɣ (Fig. 4C). 

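Of the genes higher in STAT5 cKO BMDMs with 4T1 CM, 222 were also higher with rmGM-CSF. The 5 with the smallest adjusted p-values were Bcl6, Ccrl2, Ifrd1, Rgs1 and Fosb. Bcl6 (ENSMUSG00000022508, chromosome 16 of GRCm38 from 23965052 to 23988852) had 30.4 ± 0.223 normalized CPM (SD, n = 2) in STAT5 fl/fl and 208 ± 13.8 (SD, n = 3) in STAT5 cKO BMDMs, a log2 fold change of 2.78 (standard error 0.08, adjusted p = 9.57e-14 from edgeR). Fosb (ENSMUSG00000003545, chromosome 7 from 19302696 to 19310051) rose from 9.26 ± 0.749 to 45.7 ± 7.62 CPM, a log2 fold change of 2.30 (standard error 0.16, adjusted p = 3.87e-08). The log2 fold changes of Ccrl2, Ifrd1 and Rgs1 were 1.35, 1.24 and 1.20, with adjusted p-values of 7.57e-09, 1.06e-08 and 3.06e-08. Each of these 5 genes kept its call when any STAT5 cKO mouse was left out, and their log2 fold changes stayed positive with either STAT5 fl/fl mouse alone. GO terms were not used here. The Reactome set of extracellular matrix organization, which bears on adhesion, had 80 of 127 genes higher (median log2 fold change 0.14). Its adjusted p-value was 0.103 with limma's camera, 0.00933 with fry and 0.0208 with fgsea. It held 14 genes called higher against 5.24 expected (Fisher's exact test, adjusted p = 0.00401), and 11 called lower against 4.53 expected (adjusted p = 0.0252). The set was already higher with DMEM (76 of 127 genes, median 0.11, adjusted p = 0.0439 with camera). These effects did not differ (adjusted p of the interaction 0.994).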

Interestingly, we also found upregulated genes in STAT5^cKO^ BMDMs associated with biological processes such as positive regulation of cell adhesion, negative regulation of immune system processes, regulation of the p38MAPK signaling cascade, and angiogenesis (Fig. 4D). Positive regulation of cell adhesion and angiogenesis processes are typically associated with tumor promotion and tissue remodeling, which can influence cell migration and extravasation events within the metastatic cascade [53]. Using gene set enrichment analysis (GSEA) to more globally identify patterns that otherwise may not be apparent, we found negative enrichment of the IL-2/STAT5 pathway in 4T1 CM-treated STAT5^cKO^ macrophages which confirms STAT5 activity is effectively diminished (Fig. 4E). 

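A list of 12 genes induced by STAT5, of which 10 were expressed highly enough to be tested, was lower as a whole in STAT5 cKO BMDMs with 4T1 CM (8 of 10 genes lower, median log2 fold change -0.51, adjusted p = 6.39e-22 from limma's camera). The Hallmark set of the paper was not used here. Besides Cish and Socs2, Ccl17 was at least 23-fold lower, since no STAT5 cKO library had more than 1 count of it against 51 to 77 in the STAT5 fl/fl libraries. Socs3 had a log2 fold change of -0.57 (standard error 0.06, adjusted p = 5.14e-06 from edgeR) and Bcl2l1 one of -0.44 (standard error 0.08, adjusted p = 0.00143). Socs1 was lower by a log2 fold change of -0.79 (standard error 0.17, adjusted p = 0.00422) but had an adjusted p of up to 0.0287 among the alternatives. The call of Bcl2l1 was lost without STAT5 cKO replicate 2 (adjusted p = 0.0136). Ccnd2 did not differ (log2 fold change -0.22, adjusted p = 0.346), nor did Osm (adjusted p = 0.688). Cdkn1a had a log2 fold change of 0.36 (standard error 0.09, adjusted p = 0.0101) in the other direction, and passed 0.01 with DESeq2, the likelihood ratio test, no low-count filter and the mouse as a random effect (adjusted p from 0.00101 to 0.00694). In unstimulated BMDMs the list did not differ between the genotypes (4 of 10 genes lower, median 0.20, adjusted p = 0.172 over the 16 lists with DMEM). There Cish had 2 to 6 counts per library and Ccl17 at most 1, in both genotypes. A fall of these genes could not be seen at such counts, so the test says little about STAT5 activity without stimulation.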

GSEA revealed a positive enrichment of multiple cancer-associated pathways such as angiogenesis, hypoxia, glycolysis, and KRAS signaling in STAT5^cKO^ BMDMs (Fig. 4E). 

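A list of 18 genes induced by hypoxia-inducible factor, 17 of them tested, was higher in STAT5 cKO BMDMs with 4T1 CM (12 of 17 genes higher, median log2 fold change 0.10, adjusted p = 0.0231 from limma's camera). It held 5 genes called higher where 0.702 were expected (Fisher's exact test, adjusted p = 0.00281). The Reactome set of the cellular response to hypoxia had 8 of 21 genes higher (median -0.05, adjusted p = 0.369). For glycolysis, 12 of 17 enzyme genes listed by hand were higher (median 0.03, adjusted p = 0.533), and 17 of 24 genes of the Reactome set (median 0.04, adjusted p = 0.533). Without STAT5 cKO replicate 2, camera placed the enzyme list in the other direction, at an adjusted p of 0.936. Of the Reactome set of VEGF signaling, 48 of 90 genes were higher (median 0.03), and camera, which weighs the size of each change, gave a direction toward lower at an adjusted p of 0.748. With TMM normalization the direction of each of these lists was the same. The Hallmark sets behind Fig. 4E were not used here.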

Notably, the epithelial to mesenchymal transition (EMT) gene set was also positively enriched in STAT5^cKO^ macrophages (Fig. 4F). 

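All 7 of Col1a1, Col5a2, Lox, Mmp14, Vcan, Lamc1 and Bgn had higher mean expression in STAT5 cKO than in STAT5 fl/fl BMDMs with 4T1 CM. Lox (ENSMUSG00000024529, chromosome 18 of GRCm38 from 52516067 to 52529867), which encodes the collagen-crosslinking enzyme lysyl oxidase, had 3.84 ± 0.516 normalized CPM (SD, n = 3) in STAT5 cKO and 1.37 ± 0.262 (SD, n = 2) in STAT5 fl/fl BMDMs, a log2 fold change of 1.48 (standard error 0.29, adjusted p = 0.00184 from edgeR). The proteoglycan gene Vcan (ENSMUSG00000021614, chromosome 13 from 89655312 to 89742509) had 13.2 ± 6.75 and 4.87 ± 0.273 CPM, a log2 fold change of 1.44 (standard error 0.33, adjusted p = 0.00625). The other 5 did not pass the adjusted p-value of 0.01. Mmp14 had 41.4 ± 32.2 CPM in STAT5 cKO and 15.1 ± 1.53 CPM in STAT5 fl/fl BMDMs (log2 fold change 1.45, standard error 0.45, adjusted p = 0.0377), a difference smaller than the spread of the STAT5 cKO mice. Col1a1 had 9 to 74 counts in the STAT5 cKO libraries and 4 to 11 in the STAT5 fl/fl libraries, and its CPM overlapped between the genotypes (log2 fold change 2.19, standard error 0.73, adjusted p = 0.0526). Col5a2, Bgn and Lamc1 had log2 fold changes of 1.53, 1.59 and 0.26, with adjusted p-values of 0.0469, 0.0393 and 0.0843. When the p-values were adjusted over these 7 genes alone, 6 were under 0.01 and 7 under 0.05, but the genes were picked by the paper from these data. Without STAT5 cKO replicate 2 the log2 fold change of Mmp14 was 0.62 (adjusted p = 0.164), less than 50% of its size with all mice, and that of Vcan was 0.95 (adjusted p = 0.0107). The call of Mmp14 was made without the filter on low counts and without STAT5 cKO replicate 1, and that of Col1a1 with DESeq2, with edgeR's likelihood ratio test and without STAT5 cKO replicate 2. For Col1a1 the log2 fold change ranged from 1.24 to 2.64 as each STAT5 cKO mouse was left out. With only the libraries with 4T1 CM in the model, the adjusted p-values of Lox and Vcan were 0.0103 and 0.0574, and with the mouse as a random effect that of Vcan was 0.0185. Lox kept its call without each STAT5 cKO mouse, and was also higher in STAT5 cKO BMDMs with DMEM (2.03, adjusted p = 0.00063) and with rmGM-CSF (1.85, adjusted p = 0.000166). Vcan was not higher with rmGM-CSF, at 5.99, 3.44 and 3.58 CPM in STAT5 cKO and 5.17 and 5.37 CPM in STAT5 fl/fl BMDMs. With DMEM and with rmGM-CSF, 6 of the 7 genes were higher in STAT5 cKO BMDMs and 1 was lower.

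**Figure D2:**
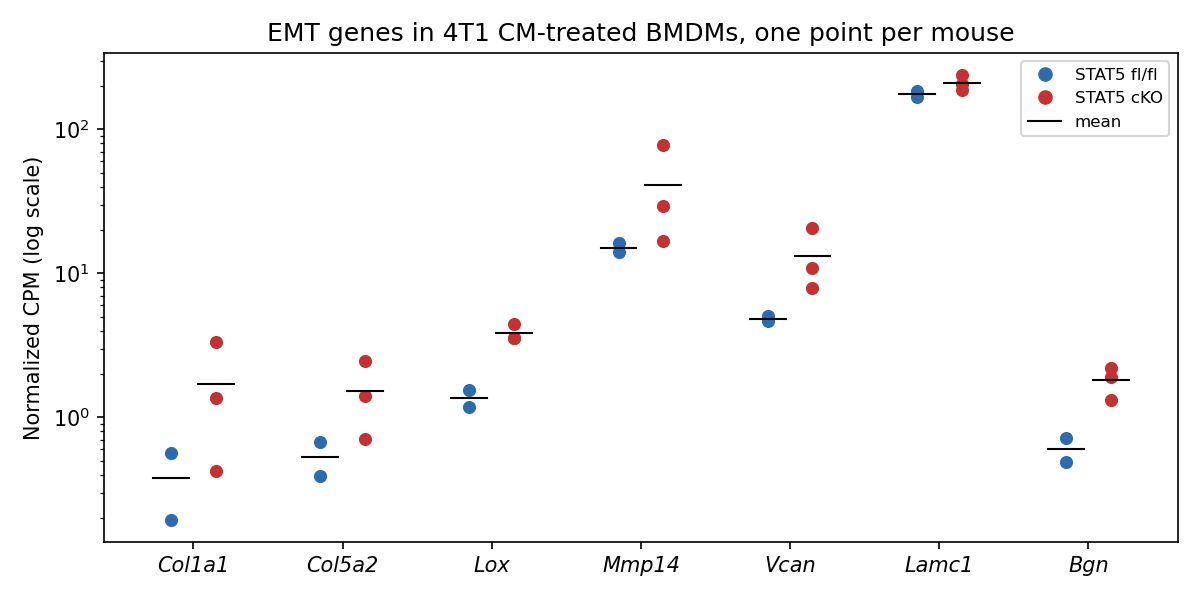
Normalized CPM, on a log scale, of the 7 genes in each library with 4T1 CM, with a point for each of the 2 STAT5 fl/fl and 3 STAT5 cKO mice and a line at the mean. The genotypes overlap only for Col1a1, at 0.425 to 3.35 CPM in STAT5 cKO and 0.195 to 0.568 CPM in STAT5 fl/fl BMDMs.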

EMT is critical during the early steps of the metastatic cascade and genes expressed in macrophages associated with this pathway include many ECM factors and genes known to contribute to tissue remodeling, such as *Col1a1, Col5a2, Lox, Mmp14, Vcan, Lamc1, and Bgn* [54]. In contrast, the IFNɣ response gene set was negatively enriched in STAT5^cKO^ BMDMs (Fig. 4F) and includes genes involved in co-stimulation (*Cd86)*, leukocyte recruitment (*Ccl2, Ccl7, Cxcl10)*, antigen presentation (*Cd74, Psme1, Ciita)*, and cell growth control (*Pim1*) [55, 56]. These findings suggest that STAT5 is important for regulating genes associated with adaptive immune responses and that loss of STAT5 leads to increased expression of tumor-promoting genes.

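All 8 named genes had lower mean expression in STAT5 cKO BMDMs with 4T1 CM, and 2 of them passed an adjusted p-value of 0.01. Ccl2 (ENSMUSG00000035385, chromosome 11 of GRCm38 from 82035571 to 82037453) had 52.2 ± 8.83 normalized CPM (SD, n = 2) in STAT5 fl/fl and 15.5 ± 2.84 (SD, n = 3) in STAT5 cKO BMDMs, a log2 fold change of -1.75 (standard error 0.17, adjusted p = 3.08e-06 from edgeR). Its neighbor Ccl7 (ENSMUSG00000035373, chromosome 11 from 82045712 to 82047525) had 24.2 ± 5.47 and 5.36 ± 0.397 CPM, a log2 fold change of -2.17 (standard error 0.18, adjusted p = 6.62e-07). Both kept their calls without each STAT5 cKO mouse. Cxcl10 (-0.62, adjusted p = 0.0334), Cd74 (-0.62, adjusted p = 0.0476) and Pim1 (-0.31, adjusted p = 0.0469) lay between the thresholds of 0.01 and 0.05. Psme1 (-0.20), Cd86 (-0.20) and Ciita (-0.48) had adjusted p-values of 0.0516, 0.0888 and 0.198, and the CPM of Ciita overlapped between the genotypes. Adjusted over these 8 genes alone, 2 were under 0.01 and 7 under 0.05, for genes that the paper picked from these data. With rmGM-CSF the fall was larger for the chemokines, with log2 fold changes of -3.78 for Ccl2, -4.96 for Ccl7 and -1.83 for Cxcl10 (adjusted p = 9.64e-11, 1.05e-11 and 1.76e-08). Pim1 was also lower there (-1.06, adjusted p = 5.31e-07), so that 4 of the 8 passed 0.01, whereas Cd86 did not differ (adjusted p = 0.998). With DMEM none of the 8 passed 0.01, and 1 of them, Cd86, was under 0.05 (adjusted p = 0.0253).

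**Figure D3:**
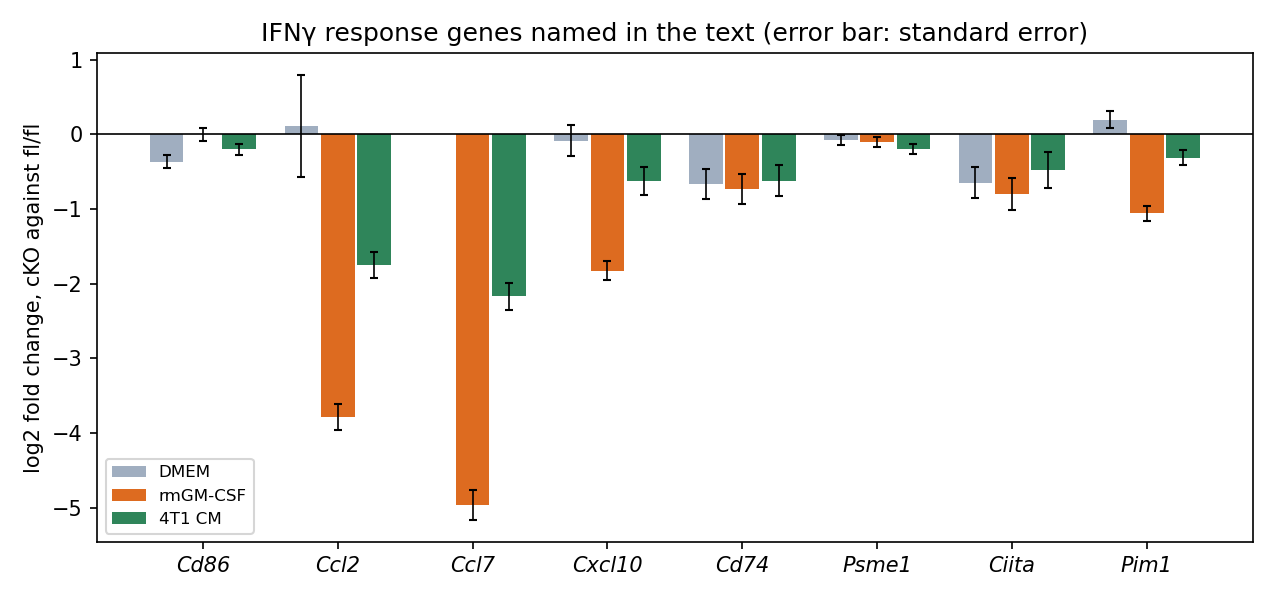
Log2 fold change between STAT5 cKO and STAT5 fl/fl BMDMs of the 8 genes under each treatment, with a standard error derived from the F statistic of edgeR. The bar of Ccl7 with DMEM is left out because both STAT5 fl/fl libraries had 3 counts or fewer. The bars with 4T1 CM run from -0.20 to -2.17, and all lie below 0.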

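Across the treatments, 129 genes differed between the genotypes with DMEM, rmGM-CSF and 4T1 CM alike and in a single direction, 56 higher and 73 lower in STAT5 cKO BMDMs, Stat5a and Stat5b included. Of the 556 genes that differed with both rmGM-CSF and 4T1 CM, 543 changed in the same direction. Whether the effect of the genotype depended on the treatment was tested as an interaction in the same edgeR model. The genotype effect differed between rmGM-CSF and DMEM for 404 genes, between 4T1 CM and DMEM for 165, and between 4T1 CM and rmGM-CSF for 191. With the mouse as a block these numbers were 518, 302 and 277, and 403 of the 404, all 165 and all 191 were among them; the correlation between libraries of one mouse was estimated at 0.0681 over all genes. Of the 404 genes, 289 were lower in STAT5 cKO BMDMs with rmGM-CSF, relative to DMEM, and 115 were higher. The STAT5 target list (adjusted p = 5.59e-27 without and 6.2e-26 with the block), the IFNγ-induced list (2.55e-06 and 1.05e-07), the NF-κB target list (5.49e-15 and 2.94e-18) and the Reactome chemokine set (3.1e-07 and 9.31e-10) took part in this shift toward lower expression with rmGM-CSF. For 4T1 CM against DMEM the STAT5 target list (2.16e-07 and 1.47e-07), the NF-κB target list (0.0242 and 0.00442) and the chemokine set (0.00642 and 0.000381) did so too, but the IFNγ-induced list did not pass 0.05 (0.11 and 0.0843) and was already lower with DMEM alone (13 of 18 genes, adjusted p = 0.0493). With DMEM alone the chemokine set was higher in STAT5 cKO BMDMs (15 of 21 genes, median log2 fold change 0.23, adjusted p = 0.0449 from limma's camera). The list of collagen genes showed no such dependence on the treatment (0.8 and 0.767 for rmGM-CSF, 0.635 and 0.572 for 4T1 CM). From the sets reduced and those raised in STAT5 cKO BMDMs, the paper proposes that STAT5 matters for the control of adaptive immune response genes and that tumor-promoting genes rise when it is lost.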

**Fig. 4:**
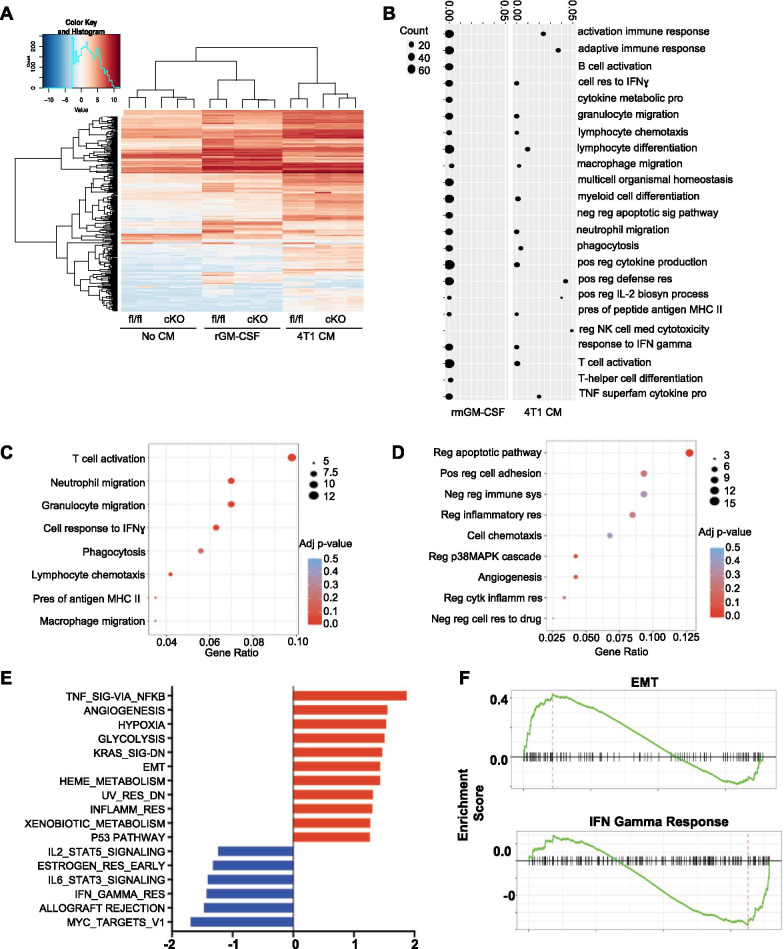
STAT5 in macrophages differentially regulates expression of adaptive immunity-related and tumor-promoting genes. **A** Heatmap of differentially regulated genes comparing STAT5^fl/fl^ or STAT5^cKO^ macrophages treated with No CM, recombinant GM-CSF (rmGM-CSF), or 4T1 CM. **B** Gene ontology analysis showing pathways altered based on genes that are downregulated in STAT5^cKO^ macrophages stimulated with rmGM-CSF (left panel) and 4T1 CM (right panel). **C**, **D** Gene ontology analysis showing biological processes downregulated and upregulated in 4T1 CM-treated STAT5^cKO^ BMDMs, respectively. **E** Positively enriched (red) and negatively enriched (blue) GSEA pathways in 4T1 CM-treated STAT5^cKO^ BMDMs. **F** The changes in expression of Epithelial to Mesenchymal Transition (top) and Interferon Gamma Response (bottom) genes in 4T1 CM-treated STAT5^cKO^ BMDMs analyzed by GSEA

Further studies were performed to validate key genes of interest that are associated with a tumor-promoting phenotype. Collagens are important components of the ECM and are found in abundance in invasive breast cancers [57, 58]. Studies have linked high levels of collagen crosslinking with stromal stiffness and found these tissues harbored the highest number of TAMs and found collagen-expressing TAMs in recurrent tumors [59–61]. Additional studies have found stromal-produced collagen augments the adhesion capacity of triple-negative MDA-MB-231 cells [62, 63]. 

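Of the 13 genes for the chains of collagens of types I to V, 6 passed the filter on low counts, and 5 of these 6 were higher in STAT5 cKO than in STAT5 fl/fl BMDMs under rmGM-CSF and under 4T1 CM. As a list, these 6 genes had a median log2 fold change of 1.47 with rmGM-CSF (adjusted p = 0.0777 from limma's camera) and 1.51 with 4T1 CM (adjusted p = 0.06). The rotation test fry gave adjusted p-values of 0.00381 and 0.0051. The camera result depended on single STAT5 cKO mice. With rmGM-CSF its adjusted p was 0.0753, 0.0233 and 0.0353 without replicates 1, 2 and 3, and with 4T1 CM 0.0753, 0.0022 and 0.0722. With DMEM all 6 were higher (median 1.18, adjusted p = 0.0012), so that the difference was present before stimulation. The counts were low. Col5a2 (ENSMUSG00000026042, chromosome 1 of GRCm38 from 45374321 to 45503282) had 1.66 ± 0.424 normalized CPM (SD, n = 3) in STAT5 cKO and 0.526 ± 0.137 (SD, n = 2) in STAT5 fl/fl BMDMs with rmGM-CSF, from 27 to 35 and from 8 to 10 counts (log2 fold change 1.62, adjusted p = 0.0429 from edgeR). Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) had 1.88 ± 0.264 and 0.299 ± 0.195 CPM with rmGM-CSF (log2 fold change 2.66, adjusted p = 0.0328). Fibroblasts express these collagens at high levels, so the libraries were also searched for other fibroblast genes. After Pdgfrb and Fstl1, which passed the filter, were set aside, 14 fibroblast marker genes together had 1.25 and 1.36 CPM in the STAT5 fl/fl libraries with 4T1 CM and 1.57, 2.64 and 3.28 CPM in the STAT5 cKO libraries. The lowest of these 3 was replicate 2, without which the camera result with 4T1 CM was strongest.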

Collagen genes were enriched in the EMT gene set from our GSEA analysis, therefore we validated gene expression in rmGM-CSF and 4T1 CM-treated BMDMs from STAT5^fl/fl^ and STAT5^cKO^ mice. We found *Col1a1* and *Col5a2* were significantly upregulated in STAT5^cKO^ macrophages (Fig. 5A). We also evaluated collagen production by macrophages at the protein level. STAT5^cKO^ and STAT5^fl/fl^ BMDMs were stimulated with 4T1 CM for 24 h, then CM was removed and replaced with serum-free media to collect the macrophage-produced soluble factors in what we refer to as double conditioned media (DCM). Using DCM, we performed an ELISA and found that STAT5^cKO^ BMDMs produced significantly higher concentrations of type I collagen than STAT5^fl/fl^ macrophages (Fig. 5B). Furthermore, we analyzed STAT5^cKO^ macrophages for expression of additional tumor-promoting genes including *Vegfa*, *Gpx1,* and *Bcl6*. *Vegfa* expression stimulates blood vessel formation, which can aid in supplying growth factors and nutrients to support tumor growth and metastasis [50, 64]. *Gpx1* (glutathione peroxidase 1) encodes for a cytosolic antioxidant enzyme important for modulating reactive oxygen species in the tumor microenvironment that is elevated in M2-polarized TAMs in breast cancer [65, 66]. Finally, *Bcl6* is a gene involved in cell adhesion, negative regulation of the immune response, and inflammation [67, 68] and myeloid-specific deficiency of Bcl6 has been shown to decrease tumor growth and metastasis [69]. These genes were all found to be significantly upregulated in STAT5^cKO^ BMDMs (Fig. 5A). These results indicate STAT5^cKO^ macrophages express and produce higher levels of ECM factors and other factors associated with TAM function than STAT5^fl/fl^ macrophages.

**Fig. 5:**
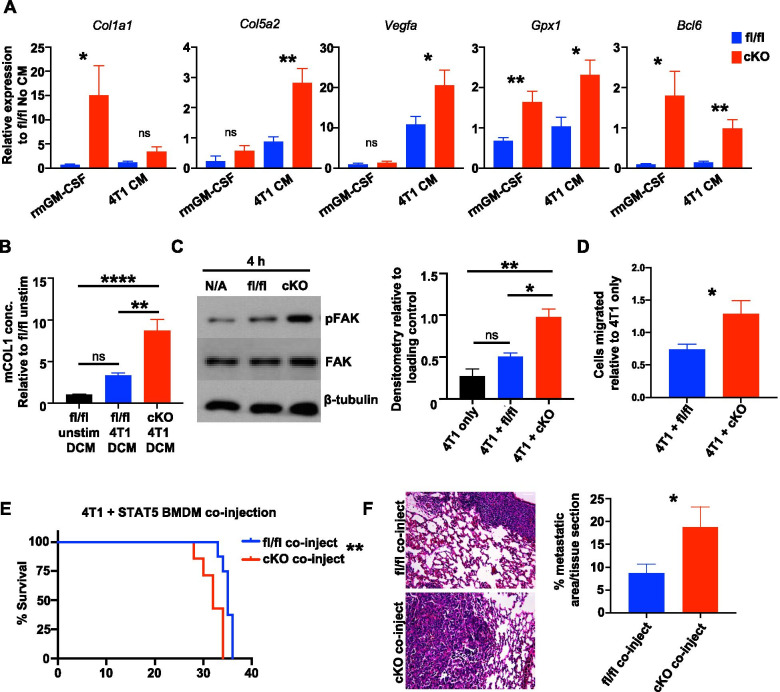
STAT5 deletion in macrophages enhances tumor-promoting phenotype and impacts tumor cell migration and metastasis. **A** qRT-PCR analysis of genes of interest from RNA-seq associated with tumor-promoting pathways in rmGM-CSF or 4T1 CM-treated STAT5^fl/fl^ (blue) and STAT5^cKO^ (red) BMDMs. Unpaired t-test was used for statistical analysis. **B** Mouse Type 1 Collagen ELISA in STAT5^fl/fl^ unstimulated or 4T1 CM-stimulated STAT5^fl/fl^ and STAT5^cKO^ macrophage double CM (DCM). Data were analyzed using one-way ANOVA and Tukey’s multiple comparison test. **C** Representative immunoblot of pFAK, total FAK (FAK), and β-tubulin in 4T1 cells cultured alone or co-cultured with STAT5^fl/fl^ or STAT5^cKO^ BMDMs for 4 h. Densitometry analysis relative to loading control. **D** Migration analysis of 4T1 cells cultured alone or co-cultured with STAT5^fl/fl^ or STAT5^cKO^ BMDMs after 20 h. Cell counts relative to 4T1 alone in triplicate. **E** Kaplan–Meier curves of 4T1 cells co-injected with either STAT5^fl/fl^ (n = 8) or STAT5^cKO^ (n = 7) BMDMs in WT BALB/c mice. % Survival on Y-axes indicates proportion of mice reaching tumor size endpoint of 1cm^3^. **F** Quantified metastasis in H&E-stained lung sections. Lungs were sectioned at 3 different depths per mouse and analyzed for percent metastatic area per tissue section. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Scale bar: 50 μm

### STAT5 deletion in macrophages enhances tumor cell migration and metastasis

Our data indicate that loss of STAT5 in macrophages results in increased expression of tumor-promoting factors. Macrophage-mediated changes in ECM composition or tissue remodeling factors can drive tumor cell migration, therefore, we hypothesized that STAT5^cKO^ macrophages directly promote tumor cell metastatic properties such as migration. Focal adhesion kinase (FAK) is a well-known contributor to tumor cell adhesion and invasiveness, and as it is overexpressed in many metastatic tumors [70], it is an attractive anticancer target [66, 71]. The RNA-seq analysis indicates that deletion of STAT5 in macrophages results in increased expression of factors known to activate FAK signaling, such as growth factors (*Egf, Vegfa, Ccn2),* collagens*,* and glycoproteins *(Tnc)* [70, 72]*.* To discern effects on FAK in tumor cells, we cultured BMDMs in transwells with tumor cells in the lower chamber. This non-contact co-culture system allows for the assessment of changes in tumor cells as a result of soluble factor exchange with STAT5^fl/fl^ or STAT5^cKO^ macrophages. 

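Egf, Vegfa, Ccn2 and Tnc each had higher mean expression in STAT5 cKO than in STAT5 fl/fl BMDMs with 4T1 CM, and 1 of them, Vegfa, passed an adjusted p-value of 0.01. Vegfa (ENSMUSG00000023951, chromosome 17 of GRCm38 from 46016993 to 46032369) had 359 ± 32.2 normalized CPM (SD, n = 3) in STAT5 cKO and 214 ± 3.27 (SD, n = 2) in STAT5 fl/fl BMDMs, a log2 fold change of 0.74 (standard error 0.13, adjusted p = 0.00109 from edgeR). Its log2 fold change stayed between 0.70 and 0.82 as each STAT5 cKO mouse was left out. With DMEM Vegfa did not differ (-0.20, adjusted p = 0.498), and with rmGM-CSF it was higher by 0.52 (adjusted p = 0.0446). Tnc (5.72 ± 1.56 against 3.77 ± 0.298 CPM, log2 fold change 0.60, adjusted p = 0.0812) and Egf (1.32 ± 0.248 against 0.678 ± 0.0636 CPM, log2 fold change 0.96, adjusted p = 0.0705) did not pass. Ccn2 had 3 to 15 counts in the STAT5 cKO libraries and 1 to 4 in the STAT5 fl/fl libraries with 4T1 CM, too few to separate the genotypes (log2 fold change 1.85, standard error 0.88, adjusted p = 0.177). With rmGM-CSF all 4 genes were higher and none passed 0.01, with 2 under 0.05, Vegfa and Tnc (1.85, adjusted p = 0.0243). Without stimulation none of the 4 was under 0.05.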

4T1 cells co-cultured with STAT5^cKO^ BMDMs displayed increased levels of pFAK when compared to 4T1 cells alone or co-cultured with STAT5^fl/fl^ BMDMs via immunoblotting (Fig. 5C). Because FAK activation is associated with tumor cell migration, further studies were performed to determine whether STAT5^cKO^ macrophages promote migration. In a transwell migration assay, we observed significantly enhanced tumor cell migration when 4T1 cells were co-cultured with STAT5^cKO^ macrophages compared to STAT5^fl/fl^ co-culture (Fig. 5D). These results suggest loss of STAT5 leads to a tumor-promoting expression profile and generates macrophages capable of influencing tumor cell migration.

As an alternative approach to the *Csfr1-iCre* mice, in which Cre-mediated gene deletion is not limited specifically to TAMs [73], we determined whether co-injection of tumor cells with pre-conditioned macrophages lacking STAT5 would be sufficient to enhance tumor cell aggressiveness and metastatic potential. In this experiment, BMDMs isolated from STAT5^fl/fl^ and STAT5^cKO^ mice were pre-treated with 4T1 CM and then co-injected with 1 × 10^4^ tumor cells at a ratio of 1:4. Primary tumor growth and lung metastasis were assessed as described above. 4T1 cells co-injected with STAT5^cKO^ macrophages reached tumor size endpoint faster, demonstrating enhanced primary tumor growth compared with 4T1 cells co-injected with STAT5^fl/fl^ macrophages (Fig. 5E). Consistent with our hypothesis, we also found significantly enhanced lung metastasis in mice co-injected with 4T1 tumor cells and STAT5^cKO^ TAMs (Fig. 5F). Taken together, these studies indicate that loss of STAT5 expression in TAMs leads to enhanced tumor metastasis.

## Discussion

Macrophages are highly infiltrative within breast tumors and are known to influence disease outcomes [1]. Conventionally, macrophages are characterized as M1 (classically activated) or M2 (alternatively activated). M1- and M2-polarized macrophages are commonly identified by expression of specific markers based on the stimulus in the microenvironment. M1 macrophages are proinflammatory and considered antitumor and M2 macrophages are associated with antagonizing inflammation and promoting wound healing [74]. TAMs are often categorized as M2 but recent studies have suggested TAMs can express markers associated with both polarization states depending on tumor type and stage, suggesting a spectra of macrophage phenotypes found in the tumor microenvironment [9, 10]. As these cells have the capacity to behave in either a tumor-promoting or tumor-antagonizing manner, it is important to determine the upstream events that dictate their function. STAT5 has been linked to both M1 and M2 macrophage polarization in different models [75–80], suggesting that STAT5 function in macrophages may be context dependent. We demonstrate here that loss of STAT5 signaling in macrophages enhances metastasis by promoting tumor cell migration and contributing to the formation of a more permissive environment to disease progression in mammary tumors. These studies further indicate that the GM-CSF/STAT5 signaling axis may tip the balance of macrophage activity towards an anti-tumor immune response and contribute to tumor control.

We demonstrate here that TNBC cell-derived GM-CSF activates STAT5 in macrophages. It is important to note that the conditioned media for these experiments were collected under serum free conditions in order to reduce potential non-specific effects of serum on signaling pathways in macrophages. The increased levels of GM-CSF production by TNBC cell lines compared with other cell line subtypes suggest higher constitutive levels of inflammatory signaling pathways in TNBC cells in the absence of exogenous stimulation, which has been observed previously [81]. However, these findings do not address the possibility that ER+ and HER2+ cells can be induced to secrete GM-CSF with exogenous factors. For example, GM-CSF can also be produced by MCF7 cells induced to undergo EMT following TGFβ stimulation [81]. Thus, while published data support a higher level of GM-CSF expression in basal breast cancer samples [50], further studies are needed to identify the specific signaling pathways regulating GM-CSF expression in TNBC cells, and to determine whether exogenous factors such as serum, hormones, or growth factors induce or enhance production of GM-CSF in all subtypes of breast cancer cells.

The role of GM-CSF in breast cancer is unclear as evidence suggests GM-CSF can support tumor growth but also exhibits inhibitory effects [82, 83]. The function of GM-CSF in various immune cell populations in the tumor microenvironment has been extensively studied, as this cytokine is vital for survival and differentiation of DCs and monocytes/macrophages [49, 82]. Studies have implicated cancer cell-derived GM-CSF in promoting disease progression and immune suppression (i.e. supporting myeloid-derived suppressor cells or MDSCs) [51, 84–86]. Other studies have determined GM-CSF stimulates antitumor immunity through activation and antigen presentation of DCs, as well as priming of T cells [87, 88]. Recent studies have begun to further investigate the effects of tumor-derived GM-CSF on TAMs in breast cancer as they have not been previously extensively characterized [52, 81, 89]. For example, 4T1-derived GM-CSF has been shown to promote an M1 phenotype in macrophages and exhibit anti-metastatic function [52]. While GM-CSF can initiate signaling through multiple pathways including STAT5, MAPK, and PI3K/Akt [90], the distinct pathways leading to changes in macrophage phenotype have not been specifically investigated. Our data suggest GM-CSF/STAT5 signaling in macrophages has a critical function in regulating tumor/stroma interactions in breast cancer.

While STAT5 activity is known to promote survival and oncogenic signaling in mammary epithelial and breast cancer cells [15, 16, 21, 22], less is known regarding how STAT5 regulates macrophage function. We previously demonstrated that pSTAT5 is activated in approximately 30% of macrophages in proximity to developing terminal end buds [27]. However, these studies did not include assessment of STAT5 phosphorylation in macrophage populations within the adipose stroma, which, as we have recently described, represents a large proportion of resident macrophages in the mammary gland [91]. We demonstrate here that STAT5 is activated in approximately 31% of tumor-associated macrophages. Further studies using approaches that allow for spatial resolution of expression levels of STAT5 activating cytokines, such as GM-CSF, would provide additional insight into the mechanisms driving the heterogeneity of STAT5 activation in the macrophage population in both the normal mammary gland and in tumors. Considering the robust STAT5 activation in macrophages by tumor-derived factors, we sought to determine whether STAT5 deletion impacted mammary tumor progression. To this end, we generated a mouse model in which STAT5 deletion is driven in myeloid lineages by *Csf1r-iCre*. In previously published studies using this model, we demonstrated that myeloid STAT5 deletion leads to altered mammary gland development [27]. Specifically, we found a reduction in ductal elongation along with increased branching and epithelial proliferation in the mammary gland. Further analysis of the mammary glands from these mice demonstrated no detectable defects in the recruitment of macrophages to the epithelial ducts. In contrast, here we identified a reduction in the number of macrophages recruited to mammary tumors in the STAT5^cKO^ mice, suggesting potential implications for STAT5 in regulating tumor-associated macrophage differentiation, survival, proliferation, or recruitment of bone marrow derived and/or resident macrophages. Given that STAT5 is a potent survival factor in mammary epithelial cells [15–17], it would be of interest to assess whether it contributes similarly to the survival of TAMs in this model.

We demonstrate here that STAT5 deletion using the *Csf1r-iCre* model led to enhanced tumor cell metastasis to the lung. STAT5 activation has been associated with M1 macrophage polarization [92] which suggests this transcription factor may have the capacity to promote anti-tumor immune responses in macrophages. RNA-seq analysis of STAT5^fl/fl^ and STAT5^cKO^ macrophages revealed genes significantly reduced in STAT5^cKO^ BMDMs were associated with anti-tumor and adaptive immune responses such as T cell activation and recruitment, as well as antigen presentation and phagocytosis. Conversely, genes significantly increased with STAT5 deletion were associated with pro-tumor, tissue remodeling/repair biological processes. Consistent with the results from the *Csf1r-iCre* model in vivo*,* enhanced metastasis in the STAT5^cKO^ mice may be attributed to macrophage-mediated suppression of the adaptive immune response and coinciding tumor microenvironment alterations promoting migration and invasion. Further exploration of STAT5-mediated changes in macrophages revealed positive enrichment of gene sets associated with TNF signaling via NFκB, angiogenesis, and EMT, among others. Additionally, these studies focused primarily on GM-CSF as an activator of STAT5 in macrophages; whether other STAT5-activating stimuli induce similar patterns of transcriptional regulation in macrophages remains to be examined.

In STAT5^cKO^ macrophages, we validated increased expression of a subset of genes related to EMT and angiogenesis and also demonstrated the ability of these cells to produce increased levels of collagen in vitro. Fibroblasts are major contributors to the synthesis of ECM components such as collagen [62] and TAMs are key drivers of tissue remodeling, partially due to their expression of matrix-metalloproteinases and other factors responsible for ECM degradation [93]. Macrophages have also been previously studied for their ability to instruct fibroblast production of collagens [63] but here, we show macrophage-mediated collagen secretion in 4T1 CM-treated STAT5^cKO^ BMDMs. 

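In BMDMs with 4T1 CM, the type I genes Col1a1 and Col1a2, the type IV genes Col4a1, Col4a2 and Col4a5, and the type V gene Col5a2 were expressed above the filter. Col1a2 (ENSMUSG00000029661, chromosome 6 of GRCm38 from 4504814 to 4541544) had 3.26 ± 1.29 normalized CPM (SD, n = 3) in STAT5 cKO and 1.04 ± 0.646 (SD, n = 2) in STAT5 fl/fl BMDMs (log2 fold change 1.67, adjusted p = 0.0259 from edgeR). Col4a1 (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826) had 2.9 ± 0.808 and 1.02 ± 0.135 CPM (log2 fold change 1.49, adjusted p = 0.0248). Its neighbor Col4a2 did not differ (-0.15, adjusted p = 0.682), and neither did Col4a5 (0.30, adjusted p = 0.238). Of the 6 genes, 3 had an adjusted p-value under 0.05 over all genes and none was under 0.01. Col1a2 passed 0.01 with DESeq2, with the likelihood ratio test, without the filter on low counts and without STAT5 cKO replicate 2, and Col4a1 without that filter and without STAT5 cKO replicate 1. The type II gene Col2a1 (ENSMUSG00000022483, chromosome 15 from 97975602 to 98004695) had at most 1 count in any library with 4T1 CM and at most 4 in any of the 15, so that a difference was not detectable at this depth.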

Notably, these cells increased expression of multiple types of collagen genes known to promote tumor growth and metastasis (Type I, II, IV, and V collagens) [2, 59, 63]. Tumor cells are responsive to changes in ECM molecules through integrin mediated FAK activation. FAK activation is known to control cell migration and invasion [70] and as a result, FAK inhibitors are currently being evaluated for their therapeutic efficacy in reducing tumor growth and metastasis in breast cancer [71]. Using non-contact co-culture methods, we demonstrated that the STAT5^cKO^ macrophages produce soluble factors that induce FAK activation and promote tumor cell migration. Soluble growth factors, glycoproteins, and collagens are capable of activating FAK [70] and further studies are required to define the specific factors produced by the STAT5^cKO^ macrophages that activate FAK in the tumor cells. It would be interesting to also assess FAK activity in a direct cell-to-cell contact system as this would also be relevant in modeling the TME. In addition to tumor/stroma interactions, it would also be useful to evaluate how STAT5 in macrophages influences endothelial cells and T cells since STAT5^cKO^ BMDMs highly expressed angiogenesis- and adaptive immune response-related genes.

Cre expression in the *Csf1r-iCre* model is found in myeloid cells and a subset of splenic lymphocytes [73]. Additionally, myeloid deletion of STAT5 also impacts cells within both the primary tumor and the pre-metastatic niche [94]. Therefore, we used an additional in vivo approach in order to more specifically determine how STAT5-deficient macrophages in the primary tumor influence tumor growth and metastasis. In WT BALB/c mice, we co-injected 4T1 tumor cells with either CM-stimulated STAT5^fl/fl^ or STAT5^cKO^ BMDMs. Interestingly, we observed a significant difference in primary tumor growth with the STAT5^cKO^ co-injected group reaching tumor size end point sooner. This result may be due to the pre-conditioning of the macrophages prior to injection with tumor cells, allowing for a more rapid disease progression than tumor cells alone. Consistent with our hypothesis, we observed significantly enhanced lung metastasis in STAT5^cKO^ co-injected mice, suggesting that STAT5^cKO^ macrophages can function within the primary tumor to enhance tumor growth rate and the ability of the tumor cells to metastasize.

Due to its oncogenic potential, the JAK/STAT pathway is an attractive therapeutic target especially for TNBC patients who otherwise have very limited treatment options. However, this pathway is also important to non-tumor cells, such as TAMs. While previous studies have assessed STAT5 levels and phosphorylation in human breast cancers, STAT5 activation has not been specifically assessed in tumor-associated macrophages in human samples. Active STAT5 in tumor cells is generally associated with a more favorable prognosis in human breast cancer patients and loss of STAT5 is associated with the acquisition of a malignant phenotype [16, 21, 22]. While these studies did not directly address STAT5 levels in macrophages, it would be interesting to determine whether this is associated with a concomitant decrease in STAT5 activation in macrophages and a reduction in tumor restraining properties of these macrophages. The inclusion of techniques that allow for transcriptomic and proteomic spatial resolution to assess changes in STAT5-activating cytokines in these regions would also contribute to our understanding of STAT5 activation in tumor cells and the microenvironment. It is necessary to understand the functional contributions of STATs in TAMs, as these cells may impact therapeutic efficacy. To this end, we have demonstrated STAT5 in macrophages protects against metastatic progression and disruption of this signaling in macrophages enhances the malignant potential of tumor cells. We also identified GM-CSF as an important upstream contributor to macrophage STAT5 activation, which provides rationale to further explore methods of selectively targeting this signaling to enhance macrophage immuno-stimulatory potential without inducing tumor-promoting effects in other cell types. One such method could be the application of cell-specific GM-CSF cytokine delivery to macrophages in the tumor microenvironment [95]. Obtaining a better understanding of the mechanisms through which macrophages impact tumor progression will ultimately lead to the development of approaches that exploit their potential anti-tumorigenic properties for therapeutic purposes.

## Conclusions

In summary, we demonstrate that mammary tumor-derived GM-CSF is an important cytokine involved in the activation of STAT5 signaling in macrophages. Further investigation by RNA-sequencing analysis revealed STAT5 regulates genes associated with the anti-tumor immune response in macrophages. We also found that loss of STAT5 in macrophages increased their expression of tumor-promoting factors and enhanced tumor cell migration and metastasis in vitro and in *vivo*, respectively. These studies provide rationale for further exploration of the GM-CSF/STAT5 signaling axis in harnessing the anti-tumor potential of tumor-associated macrophages in the mammary tumor microenvironment.

## Supplementary Information

**Additional file 1.** Supplemental Figures S1 and S2.

## Data Availability

The datasets generated during and/or analyzed during the current study are available in gene expression omnibus (GEO) GSE171428.

## Abbreviations

GM-CSF: Granulocyte–macrophage colony-stimulating facto
STAT: Signal transducer and activator of transcription
TAM: Tumor-associated macrophage
ECM: Extracellular matrix
JAK: Janus kinase
DC: Dendritic cell
TNBC: Triple-negative breast cancer
CM: Conditioned medium/media
ER: Estrogen receptor
HER2: Human epidermal growth factor receptor
PBMC: Peripheral blood mononuclear cell
BMDM: Bone marrow-derived macrophage
GO: Gene ontology
GSEA: Gene set enrichment analysis
DCM: Double-conditioned media

## References

[1] Bingle L, Brown NJ, Lewis CE (2002). The role of tumour-associated macrophages in tumour progression: implications for new anticancer therapies. J Pathol.

[2] Pollard JW (2008). Macrophages define the invasive microenvironment in breast cancer. J Leukoc Biol.

[3] Noy R, Pollard JW (2014). Tumor-associated macrophages: from mechanisms to therapy. Immunity.

[4] Williams CB, Yeh ES, Soloff AC (2016). Tumor-associated macrophages: unwitting accomplices in breast cancer malignancy. Breast Cancer.

[5] Mosser DM, Edwards JP (2008). Exploring the full spectrum of macrophage activation. Nat Rev Immunol.

[6] Mills CD, Lenz LL, Harris RA (2016). A breakthrough: macrophage-directed cancer immunotherapy. Cancer Res.

[7] Biswas SK, Mantovani A (2010). Macrophage plasticity and interaction with lymphocyte subsets: cancer as a paradigm. Nat Immunol.

[8] Clément AU, Fernando TA, Paola A (2019). Current strategies to targettumor-associated-macrophages to improveanti-tumor immune responses. Cells.

[9] Cassetta L, Fragkogianni S, Sims AH, Swierczak A, Forrester LM, Zhang H (2019). Human tumor-associated macrophage and monocyte transcriptional landscapes reveal cancer-specific reprogramming, biomarkers, and therapeutic targets. Cancer Cell.

[10] Wagner J, Rapsomaniki MA, Chevrier S, Anzeneder T, Langwieder C, Dykgers A (2019). A single-cell atlas of the tumor and immune ecosystem of human breast cancer. Cell.

[11] Irey EA, Lassiter CM, Brady NJ, Chuntova P, Wang Y, Knutson TP (2019). JAK/STAT inhibition in macrophages promotes therapeutic resistance by inducing expression of protumorigenic factors. Proc Natl Acad Sci.

[12] Wang T, Niu G, Kortylewski M, Burdelya L, Shain K, Zhang S (2004). Regulation of the innate and adaptive immune responses by Stat-3 signaling in tumor cells. Nat Med.

[13] Zhou J, Qu Z, Sun F, Han L, Li L, Yan S (2017). Myeloid STAT3 promotes lung tumorigenesis by transforming tumor immunosurveillance into tumor-promoting inflammation. Cancer Immunol Res.

[14] Kujawski M, Kortylewski M, Lee H, Herrmann A, Kay H, Yu H (2008). Stat3 mediates myeloid cell-dependent tumor angiogenesis in mice. J Clin Invest.

[15] Rädler PD, Wehde BL, Wagner KU (2017). Crosstalk between STAT5 activation and PI3K/AKT functions in normal and transformed mammary epithelial cells. Mol Cell Endocrinol.

[16] Wagner KU, Rui H (2008). Jak2/Stat5 signaling in mammogenesis, breast cancer initiation and progression. J Mammary Gland Biol Neoplasia.

[17] Schmidt JW, Wehde BL, Sakamoto K, Triplett AA, Anderson SM, Tsichlis PN (2014). Stat5 regulates the phosphatidylinositol 3-kinase/Akt1 pathway during mammary gland development and tumorigenesis. Mol Cell Biol.

[18] Arendt LM, Rugowski DE, Grafwallner-Huseth TA, Garcia-Barchino MJ, Rui H, Schuler LA (2011). Prolactin-induced mouse mammary carcinomas model estrogen resistant luminal breast cancer. Breast Cancer Res.

[19] Johnston AN, Bu W, Hein S, Garcia S, Camacho L, Xue L (2018). Hyperprolactinemia-inducing antipsychotics increase breast cancer risk by activating JAK-STAT5 in precancerous lesions. Breast Cancer Res.

[20] Haricharan S, Dong J, Hein S, Reddy JP, Du Z, Toneff M (2013). Mechanism and preclinical prevention of increased breast cancer risk caused by pregnancy. Elife.

[21] Peck AR, Witkiewicz AK, Liu C, Stringer GA, Klimowicz AC, Pequignot E (2011). Loss of nuclear localized and tyrosine phosphorylated Stat5 in breast cancer predicts poor clinical outcome and increased risk of antiestrogen therapy failure. J Clin Oncol.

[22] Peck AR, Witkiewicz AK, Liu C, Klimowicz AC, Stringer GA, Pequignot E (2012). Low levels of Stat5a protein in breast cancer are associated with tumor progression and unfavorable clinical outcomes. Breast Cancer Res.

[23] Yao Z, Cui Y, Watford WT, Bream JH, Yamaoka K, Hissong BD (2006). Stat5a/b are essential for normal lymphoid development and differentiation. Proc Natl Acad Sci USA.

[24] Tripathi P, Kurtulus S, Wojciechowski S, Sholl A, Hoebe K, Morris SC (2010). STAT5 is critical to maintain effector CD8 + T cell responses. J Immunol.

[25] Park JH, Adoro S, Guinter T, Erman B, Alag AS, Catalfamo M (2010). Signaling by intrathymic cytokines, not T cell antigen receptors, specifies CD8 lineage choice and promotes the differentiation of cytotoxic-lineage T cells. Nat Immunol.

[26] Bell BD, Kitajima M, Larson RP, Stoklasek TA, Dang K, Sakamoto K (2013). STAT5 is critical in dendritic cells for development of Th2- but not Th1- dependent immunity. Nat Immunol.

[27] Brady NJ, Farrar MA, Schwertfeger KL (2017). STAT5 deletion in macrophages alters ductal elongation and branching during mammary gland development. Dev Biol.

[28] Cui Y, Riedlinger G, Miyoshi K, Tang W, Li C, Deng C-X (2004). Inactivation of Stat5 in mouse mammary epithelium during pregnancy reveals distinct functions in cell proliferation, survival, and differentiation. Mol Cell Biol.

[29] Animals NRC (US) C for the U of the G for the, Laboratory C and U of. Guide for the Care and Use of Laboratory Animals. Guid Care Use Lab Anim. 2011.

[30] Ball RK, Friis RR, Schoenenberger CA, Doppler W, Groner B (1988). Prolactin regulation of beta-casein gene expression and of a cytosolic 120-kd protein in a cloned mouse mammary epithelial cell line. EMBO J.

[31] Xian W, Schwertfeger KL, Vargo-Gogola T, Rosen JM (2005). Pleiotropic effects of FGFR1 on cell proliferation, survival, and migration in a 3D mammary epithelial cell model. J Cell Biol.

[32] DN H, RS L, Y W, TP K, Y X, JW W, et al. Characterizing macrophage diversity in metastasis-bearing lungs reveals a lipid-associated macrophage subset. Cancer Res. 2021;canres.0101.2021.10.1158/0008-5472.CAN-21-0101PMC853095234389631

[33] Freedman TS, Tan YX, Skrzypczynska KM, Manz BN, Sjaastad F V., Goodridge HS, et al. LynA regulates an inflammation-sensitive signaling checkpoint in macrophages. Elife. 2015;4(OCTOBER2015).10.7554/eLife.09183PMC462688926517880

[34] Bohrer LR, Chuntova P, Bade LK, Beadnell T, Leon RP, Brady NJ (2014). Activation of the FGFR-STAT3 pathway in breast cancer cells induces a hyaluronan-rich microenvironment that licenses tumor formation. Cancer Res.

[35] Baller J, Kono T, Herman A, Zhang Y (2019). ChURP: a lightweight CLI framework to enable novice users to analyze sequencing datasets in parallel. Proc Pract Exp Adv Res Comput Rise Mach.

[36] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[37] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol.

[38] Liao Y, Smyth GK, Shi W (2014). FeatureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[39] Robinson MD, McCarthy DJ, Smyth GK (2009). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[40] Yu G, Wang LG, Han Y, He QY (2012). ClusterProfiler: an R package for comparing biological themes among gene clusters. Omi A J Integr Biol.

[41] Yu H, Jove R (2004). The STATs of cancer–new molecular targets come of age. Nat Rev Cancer.

[42] Balko JM, Schwarz LJ, Luo N, Estrada M V, Giltnane JM, Dávila-González D, et al. Triple-negative breast cancers with amplification of JAK2 at the 9p24 locus demonstrate JAK2-specific dependence. Sci Transl Med. 2016;8(334):334ra53.10.1126/scitranslmed.aad3001PMC525693127075627

[43] Marotta LLC, Almendro V, Marusyk A, Shipitsin M, Schemme J, Walker SR, et al. The JAK2 / STAT3 signaling pathway is required for growth of CD44 + CD24 – stem cell – like breast cancer cells in human tumors. 2011;121(7):2723–35.10.1172/JCI44745PMC322382621633165

[44] Iavnilovitch E, Cardiff RD, Groner B, Barash I (2004). Deregulation of Stat5 expression and activation causes mammary tumors in transgenic mice. Int J Cancer.

[45] Creamer BA, Sakamoto K, Schmidt JW, Triplett AA, Moriggl R, Wagner K-U (2010). Stat5 Promotes Survival of Mammary Epithelial Cells through Transcriptional Activation of a Distinct Promoter in Akt1. Mol Cell Biol.

[46] O’Shea JJ, Holland SM, Staudt LM (2013). JAKs and STATs in immunity, immunodeficiency, and cancer. N Engl J Med.

[47] Binnemars-Postma K, Bansal R, Storm G, Prakash J (2018). Targeting the Stat6 pathway in tumor-associated macrophages reduces tumor growth and metastatic niche formation in breast cancer. FASEB J.

[48] Aslakson CJ, Miller FR. Selective events in the metastatic process defined by analysis of the sequential dissemination of subpopulations of a mouse mammary tumor. Cancer Res. 1992;52(6).1540948

[49] Lehtonen A, Matikainen S, Miettinen M, Julkunen I (2002). Granulocyte-macrophage colony-stimulating factor (GM-CSF)-induced STAT5 activation and target-gene expression during human monocyte/macrophage differentiation. J Leukoc Biol.

[50] Fertig EJ, Lee E, Pandey NB, Popel AS (2015). Analysis of gene expression of secreted factors associated with breast cancer metastases in breast cancer subtypes. Sci Rep.

[51] Ghirelli C, Reyal F, Jeanmougin M, Zollinger R, Sirven P, Michea P (2015). Breast cancer cell-derived GM-CSF licenses regulatory Th2 induction by plasmacytoid predendritic cells in aggressive disease subtypes. Cancer Res.

[52] Brenot A, Knolhoff BL, Denardo DG, Longmore GD (2018). SNAIL1 action in tumor cells influences macrophage polarization and metastasis in breast cancer through altered GM-CSF secretion. Oncogenesis.

[53] Valastyan S, Weinberg RA (2011). Tumor metastasis: molecular insights and evolving paradigms. Cell.

[54] Merl-Pham J, Basak T, Knüppel L, Ramanujam D, Athanason M, Behr J, et al. Quantitative proteomic profiling of extracellular matrix and site-specific collagen post-translational modifications in an in vitro model of lung fibrosis. Matrix Biol Plus. 2019;1:100005.10.1016/j.mbplus.2019.04.002PMC785231733543004

[55] Zhang S, Kim CC, Batra S, McKerrow JH, Loke P. Delineation of diverse macrophage activation programs in response to intracellular parasites and cytokines. PLoS Negl Trop Dis. 2010;4(3).10.1371/journal.pntd.0000648PMC284693520361029

[56] Ong S-M, Tan Y-C, Beretta O, Jiang D, Yeap W-H, Tai JJY (2012). Macrophages in human colorectal cancer are pro-inflammatory and prime T cells towards an anti-tumour type-1 inflammatory response. Eur J Immunol.

[57] Natal R de A, Paiva GR, Pelegati VB, Marenco L, Alvarenga CA, Vargas RF, et al. Exploring collagen parameters in pure special types of invasive breast cancer. Sci Rep. 2019;9(1):1–11.10.1038/s41598-019-44156-9PMC653148531118443

[58] Acerbi I, Cassereau L, Dean I, Shi Q, Au A, Park C (2015). Human breast cancer invasion and aggression correlates with ECM stiffening and immune cell infiltration. Integr Biol (United Kingdom).

[59] Maller O, Drain AP, Barrett AS, Borgquist S, Ruffell B, Zakharevich I, et al. Tumour-associated macrophages drive stromal cell-dependent collagen crosslinking and stiffening to promote breast cancer aggression. Nat Mater.10.1038/s41563-020-00849-5PMC800540433257795

[60] Provenzano PP, Inman DR, Eliceiri KW, Knittel JG, Yan L, Rueden CT, et al. Collagen density promotes mammary tumor initiation and progression. 2008;10.1186/1741-7015-6-11PMC238680718442412

[61] Walens A, Dimarco AV, Lupo R, Kroger BR, Damrauer JS, Alvarez JV (2019). CCL5 promotes breast cancer recurrence through macrophage recruitment in residual tumors. Elife.

[62] Kim SH, Lee HY, Jung SP, Kim S, Lee JE, Nam SJ (2014). Role of secreted type I collagen derived from stromal cells in two breast cancer cell lines. Oncol Lett.

[63] Afik R, Zigmond E, Vugman M, Klepfish M, Shimshoni E, Pasmanik-Chor M (2016). Tumor macrophages are pivotal constructors of tumor collagenous matrix. J Exp Med.

[64] Boudreau N, Myers C (2003). Breast cancer-induced angiogenesis: multiple mechanisms and the role of the microenvironment. Breast Cancer Res.

[65] Griess B, Mir S, Datta K, Teoh-Fitzgerald M (2020). Scavenging reactive oxygen species selectively inhibits M2 macrophage polarization and their pro-tumorigenic function in part, via Stat3 suppression. Free Radic Biol Med.

[66] Lee E, Choi A, Jun Y, Kim N, Yook JI, Kim SY (2020). Glutathione peroxidase-1 regulates adhesion and metastasis of triple-negative breast cancer cells via FAK signaling. Redox Biol.

[67] Walker SR, Nelson EA, Zou L, Chaudhury M, Signoretti S, Richardson A (2009). Reciprocal effects of STAT5 and STAT3 in breast cancer. Mol Cancer Res.

[68] Bos R, Van Diest PJ, Van Der Groep P, Greijer AE, Hermsen MAJA, Heijnen I (2003). Protein expression of B-cell lymphoma gene 6 (BCL-6) in invasive breast cancer is associated with cyclin D1 and hypoxia-inducible factor-1α (HIF-1α). Oncogene.

[69] Desai NN, ZHU B, Son Y, Sun J. Inhibition of effective anti-tumor immunity by macrophage Bcl6. J Immunol. 2019;202(1 Supplement).

[70] Yoon H, Dehart JP, Murphy JM, Lim STS (2015). Understanding the roles of FAK in cancer: inhibitors, genetic models, and new insights. J Histochem Cytochem.

[71] Jean C, Chen XL, Nam JO, Tancioni I, Uryu S, Lawson C (2014). Inhibition of endothelial FAK activity prevents tumor metastasis by enhancing barrier function. J Cell Biol.

[72] Sieg DJ, Hauck CR, Ilic D, Klingbeil CK, Schaefer E, Damsky CH (2000). FAK integrates growth-factor and integrin signals to promote cell migration. Nat Cell Biol.

[73] McCubbrey AL, Allison KC, Lee-Sherick AB, Jakubzick C V., Janssen WJ. Promoter specificity and efficacy in conditional and inducible transgenic targeting of lung macrophages. Front Immunol. 2017 Nov 24;8(NOV):24.10.3389/fimmu.2017.01618PMC570556029225599

[74] Martinez FO, Gordon S. The M1 and M2 paradigm of macrophage activation: time for reassessment. F1000Prime Rep. 2014;6.10.12703/P6-13PMC394473824669294

[75] Huen SC, Huynh L, Marlier A, Lee Y, Moeckel GW, Cantley LG (2015). GM-CSF promotes macrophage alternative activation after renal ischemia/reperfusion injury. J Am Soc Nephrol.

[76] Zhang Y, Li X, Luo Z, Ma L, Zhu S, Wang Z (2020). ECM1 is an essential factor for the determination of M1 macrophage polarization in IBD in response to LPS stimulation. Proc Natl Acad Sci USA.

[77] Wang N, Liang H, Zen K. Molecular mechanisms that influence the macrophage M1-M2 polarization balance. Front Immunol. 2014;5(NOV).10.3389/fimmu.2014.00614PMC424688925506346

[78] Qin S, Li J, Zhou C, Privratsky B, Schettler J, Deng X (2020). SHIP-1 regulates phagocytosis and M2 polarization through the PI3K/Akt–STAT5–Trib1 circuit in pseudomonas aeruginosa Infection. Front Immunol.

[79] Kuroda E, Ho V, Ruschmann J, Antignano F, Hamilton M, Rauh MJ (2009). SHIP represses the generation of IL-3-induced M2 macrophages by Inhibiting IL-4 production from basophils. J Immunol.

[80] Li J, Li C, Zhuang Q, Peng B, Zhu Y, Ye Q, et al. The evolving roles of macrophages in organ transplantation. J Immunol Res. 2019;2019.10.1155/2019/5763430PMC650722431179346

[81] Su S, Liu Q, Chen J, Chen J, Chen F, He C (2014). A Positive feedback loop between mesenchymal-like cancer cells and macrophages is essential to breast cancer metastasis. Cancer Cell.

[82] Hong I-S. Stimulatory versus suppressive effects of GM-CSF on tumor progression in multiple cancer types. Exp Mol Med. 2016;242.10.1038/emm.2016.64PMC497331727364892

[83] Eubank TD, Roberts RD, Khan M, Curry JM, Nuovo GJ, Kuppusamy P (2009). Granulocyte macrophage colony-stimulating factor inhibits breast cancer growth and metastasis by invoking an anti-angiogenic program in tumor-educated macrophages. Cancer Res.

[84] Ravindranathan S, Nguyen KG, Kurtz SL, Frazier HN, Smith SG, Koppolu BP (2018). Tumor-derived granulocyte colony-stimulating factor diminishes efficacy of breast tumor cell vaccines. Breast Cancer Res.

[85] Morales JK, Kmieciak M, Knutson KL, Bear HD, Manjili MH (2010). GM-CSF is one of the main breast tumor-derived soluble factors involved in the differentiation of CD11b−Gr1− bone marrow progenitor cells into myeloid-derived suppressor cells. Breast Cancer Res Treat.

[86] Bayne LJ, Beatty GL, Jhala N, Clark CE, Rhim AD, Stanger BZ (2012). Tumor-derived granulocyte-macrophage colony-stimulating factor regulates myeloid inflammation and T cell immunity in pancreatic cancer. Cancer Cell.

[87] Gupta R, Emens LA (2010). GM-CSF-secreting vaccines for solid tumors: moving forward. Discov Med.

[88] Dranoff G (2002). GM-CSF-based cancer vaccines. Immunol Rev.

[89] Sami E, Paul BT, Koziol JA, El Shamy WM (2020). The immunosuppressive microenvironment in BRCA1-IRIS-overexpressing TNBC tumors is induced by bidirectional interaction with tumor-associated macrophages. Cancer Res.

[90] Lotfi N, Thome R, Rezaei N, Zhang GX, Rezaei A, Rostami A, et al. Roles of GM-CSF in the pathogenesis of autoimmune diseases: an update. Front Immunol. 2019 Jun 4;10(JUN):1265.10.3389/fimmu.2019.01265PMC659326431275302

[91] Wang Y, Chaffee TS, LaRue RS, Huggins DN, Witschen PM, Ibrahim AM (2020). Tissue-resident macrophages promote extracellular matrix homeostasis in the mammary gland stroma of nulliparous mice. Elife.

[92] Martinez FO, Gordon S. The M1 and M2 paradigm of macrophage activation: time for reassessment. F1000Prime Rep. 2014;6(13):1–13.10.12703/P6-13PMC394473824669294

[93] Kessenbrock K, Plaks V, Werb Z (2010). Matrix metalloproteinases: regulators of the tumor microenvironment. Cell.

[94] Eddy WE, Gong K-Q, Bell B, Parks WC, Ziegler SF, Manicone AM (2017). Stat5 is required for CD103 + dendritic cell and alveolar macrophage development and protection from lung injury. J Immunol.

[95] Ve Garcin G, Paul F, Staufenbiel M, Bordat Y, Van Der Heyden J, Wilmes S, et al. High efficiency cell-specific targeting of cytokine activity. Nat Commun. 2014;5(3016).10.1038/ncomms401624398568

How the deposited data were processed for this re-analysis (not part of the article)

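RNA from bone marrow-derived macrophages of 2 STAT5 fl/fl and 3 STAT5 cKO mice was sequenced after 2 h in serum-free DMEM, 20 ng/mL rmGM-CSF or 4T1 CM, giving 15 libraries in 6 groups of genotype and treatment. Conditions were taken from the library labels. Libraries with the same mouse number in these labels were treated as coming from one mouse. The paper's methods state that a STAT5 fl/fl replicate was removed by quality control, and its libraries are not analysed here.

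The authors made the counts, as deposited, by trimming the reads with trimmomatic, aligning them to GRCm38 with HISAT2 and counting fragments per gene with featureCounts, for pairs with both ends mapped, a mapping quality of at least 10 and the strand of the gene. The authors deposited these counts without normalization, beside other columns that hold each gene's position and its summed exon length in bp. The table lists 55385 genes, of which 55144 matched a gene symbol. The header of the table names further libraries of these mice under another treatment, medium conditioned by HC11/R1 cells, which have no counts in the table and are not analysed here.

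Library totals ranged from 16016736 to 22883108 counts. A CPM of 1 corresponds to between 16 and 22.9 counts, and 3 counts were taken as the floor of detection. A fold change against a group whose libraries all lay at or under the floor is given as a lower bound, computed against the floor.

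The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a CPM over 1 in at least 2 libraries were kept (13005 genes), normalization factors were computed with the relative log expression method (0.945 to 1.08), and a negative binomial model with 6 groups was fitted to all libraries. The biological coefficient of variation was 0.0787. The paper's methods name the relative log expression method, this filter, a general linear model and an adjusted p-value of 0.01. Which test of that model was used is not stated in the paper's text, and the quasi-likelihood F test was used here. The genotypes were compared within each treatment, the treatments within each genotype, and the genotype effects between treatments as interactions. P-values were adjusted by the Benjamini-Hochberg method over all tested genes within each comparison. Standard errors were derived from the F statistic, as the size of the log2 fold change divided by its square root, and were not estimated by the fit itself.

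Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. The 7 lists written by hand and the 9 Reactome sets gave 32 tests for rmGM-CSF and 4T1 CM, adjusted together. The lists with DMEM, and the interactions of lists, were each adjusted as families of their own. At least 77.9% of the identifiers of each Reactome set matched the count table. Lists of marker genes, few of which passed the low-count filter, were tested without it. Clustering used the log2 CPM (prior count 2) of the 500 most variable genes, with Euclidean distance and complete linkage. The number of genes, the distance and the linkage behind Fig. 4A are not stated in the paper's text.

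The genes named in the text are Stat5a and Stat5b, the genes the paper names in its RNA-seq results, members of the reported lists, and for rmGM-CSF and 4T1 CM the 5 genes per direction with the smallest adjusted p-values whose expression did not overlap between the genotypes. Any other gene was chosen after its values were seen.

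The comparisons, the gene lists, the rule for naming genes and the alternatives were set before the data were examined, apart from those described as chosen afterwards. The alternatives were TMM normalization, no low-count filter and edgeR's filterByExpr, the likelihood ratio test, the legacy form of the quasi-likelihood test, DESeq2 1.42.0, a model of the libraries of a single comparison, an adjusted p-value of 0.05, the mouse as a random effect in limma voom, the mouse as a block for comparisons between treatments, and the exclusion of each mouse. For lists, fry of limma and fgsea 1.28.0 were the alternatives to camera. The block cannot be fitted to a difference between the genotypes within a treatment, where the mice of the genotypes differ. Thinning of all libraries to the smallest total and Fisher's exact test of the called genes within each list were added after the data were seen.

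The steps were tested on simulated data with the dispersions of these libraries, a single one per gene for all treatments, and without an effect of the mouse. The rates that follow do not extend to a treatment whose replicates vary more than the others, as those with 4T1 CM did against rmGM-CSF. Of 200 genes with a mean count of at least 20 changed between the genotypes under 4T1 CM, 83.5% were recovered, a share that does not extend to genes with lower counts. For interactions 65.5% were recovered, and 3.68% of the calls were false. Where nothing was changed, no more than 1 gene was called. Camera found 2 of 2 lists with changed genes and called 0 of 30 without.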

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

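The tests for a region of another strain and for extra copies of the Csf1r region were chosen only after the results were seen.

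The effect of the genotype differed between treatments, by a test of the interaction, for 404 genes between rmGM-CSF and DMEM, 165 between 4T1 CM and DMEM, and 191 between 4T1 CM and rmGM-CSF. The paper compares the genotypes within each treatment and does not report this difference. Among genes changed by a treatment in both genotypes, 13 responded to rmGM-CSF in opposite directions, with 6 falling in STAT5 fl/fl BMDMs and rising in STAT5 cKO BMDMs and 7 doing the reverse. With 4T1 CM there were 12, with 6 of each kind. All of these genes also passed an adjusted p-value of 0.01 for the interaction.

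Of these 13 and 12 genes with opposite responses, Bcl6 showed the largest difference between the genotypes. It did not differ without stimulation, at 146 ± 9.62 (SD, n = 2) and 151 ± 7.16 (SD, n = 3) normalized CPM. In STAT5 fl/fl BMDMs it fell by 3.15 on the log2 scale with rmGM-CSF and by 2.27 with 4T1 CM, whereas in STAT5 cKO BMDMs it rose by 0.83 and 0.46. The difference in log2 response was 3.97 for rmGM-CSF (adjusted p = 1.17e-13) and 2.73 for 4T1 CM (adjusted p = 2.3e-11). A single STAT5 cKO mouse is not its source, since the smallest difference with a STAT5 cKO mouse left out was 2.64. Neither is the normalization, since the smallest with TMM or DESeq2 was 2.73. No gene overlapped Bcl6 on its strand in the count table (0 genes). These tests leave a dependence of the Bcl6 response on STAT5 as a hypothesis that may account for the pattern, found and tested here on the same 5 mice. By qRT-PCR the paper also reports Bcl6 as higher in STAT5 cKO BMDMs treated with rmGM-CSF or 4T1 CM.

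NF-κB target genes were higher in STAT5 cKO BMDMs with DMEM (18 of 19 genes, median log2 fold change 0.23, adjusted p = 6.6e-05) and lower with rmGM-CSF. The difference between these effects had an adjusted p of 5.49e-15 with camera, and 2.94e-18 with the mouse as a block. Across the fits that each left out a STAT5 cKO mouse the largest adjusted p of either effect was 3.16e-05, and with TMM it was 4.46e-06, with the same directions and adjusted over these 2 effects alone. Adjusted over the 32 tests of lists, the largest with rmGM-CSF were 4.44e-05 and 1.2e-05. A single STAT5 cKO mouse and the normalization are therefore unlikely sources. No fit of this list left out a STAT5 fl/fl mouse, so a single mouse of that genotype remains open. The effect moved in the same direction from DMEM to 4T1 CM (adjusted p of the difference 0.0242, and 0.00442 with the block), so the shift is not specific to rmGM-CSF. Loss of signaling through STAT5 is a candidate explanation, which was not tested.

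Without stimulation, 324 genes differed between the genotypes, a comparison that the paper's methods name and for which its text gives no result. For this and the other comparisons of the genotypes, technical explanations were tested. By the cross that the paper describes, STAT5 cKO mice also carry Csf1r-iCre. An effect of the recombinase itself was not tested, and these libraries cannot separate it from the loss of STAT5. Swapped libraries are unlikely, since the highest CPM of Stat5a or Stat5b in a STAT5 cKO library was 0.18, against a lowest of 30.9 in a STAT5 fl/fl library. Library totals of the genotypes did not overlap in 1 treatment, 4T1 CM, so that depth could contribute there. After all libraries were thinned to the smallest total, 930 genes differed with 4T1 CM, and 886 of these were among the genes called without thinning, so that depth does not account for most of them. The Spearman correlation across genes between log2 fold change and gene length was at most 0.138 in size, with 4T1 CM. Neutrophil precursors and lymphocytes as other cells in the cultures were tested with DMEM only, and fibroblasts are treated further below. Marker genes of neutrophil precursors (6 of 7 higher) and of lymphocytes (1 of 4 higher) had a smallest adjusted p of 0.307, but the former had at most 0.25 CPM in any library, too few counts for this test to decide, so that a small amount of RNA from other cells cannot be told apart from an effect of the genotype.

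Of the 10 splits of the 5 mice, 1, the real one, gave as many genes with DMEM, 1 of 10 with rmGM-CSF and 1 of 10 with 4T1 CM. A share of 1 in 10 is the smallest that 2 mice against 3 allow, whatever the data, so by the share alone the genotype cannot be told apart from another difference between these mice. The other splits each mix the genotypes within a group, which by itself leads to few calls, and gave at most 1 gene.

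The genes that differed in one direction under all 3 treatments, 127 without Stat5a and Stat5b, were examined for their position. As many as 6 of them, Slc6a12, Slc2a3, Clec4a1, Clec4d, Clec4e and Cd4, lay within 5 Mb on chromosome 6, where the median of 10000 random draws was 4 (permutation p = 0.037). These 6 genes were chosen after their values were seen. A region of another strain that was inherited with one of the alleles may account for part of these genes, although 3 of the 6 belong to the Clec4 family, whose shared regulation gives another candidate explanation. Extra copies of the region around Csf1r, whose promoter drives the recombinase, are unlikely: 0 of the 8 tested genes within 300 kb were higher under all treatments, and 1 was higher at an unadjusted p under 0.05 under all of them. Csf1r itself changed by -0.03 with DMEM, -0.01 with rmGM-CSF and -0.02 with 4T1 CM on the log2 scale. A single region of this size holds no more than 6 of the 127 genes and so does not account for most of them, and the paper states that the BALB/c background was checked by congenic analysis.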

How the results depend on the processing

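Counts of genes and clusterings were computed under 227 combinations of result and alternative. Of these, 194 lay within 1.5 times the reported count and 33 did not. In each of the latter, the cause was not tested unless stated. The clustering by treatment and by genotype was the same under every alternative tried for it. One of these used the genes called between the genotypes, a choice that fixes the split by genotype in advance.

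With an adjusted p-value of 0.05 as the threshold, a looser one by design, 387 genes were higher and 523 lower in STAT5 cKO BMDMs with DMEM, 897 and 1248 with rmGM-CSF, and 1086 and 871 with 4T1 CM. The genes with a genotype effect that differed between treatments numbered 622 (rmGM-CSF against DMEM), 423 (4T1 CM against DMEM) and 346 (4T1 CM against rmGM-CSF).

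The likelihood ratio test gave 250 genes higher and 358 lower with DMEM, and DESeq2 gave 231 and 309. For 4T1 CM against DMEM the interaction was called for 332 and 342 genes by these tests, and for 4T1 CM against rmGM-CSF for 302 and 305. With only the libraries of the comparison in the model, 123 genes were higher and 157 lower with 4T1 CM, so that 43.9% of the genes were higher in place of 53.6%, and 79 genes had an interaction for 4T1 CM against DMEM. With the mouse as a block that interaction was called for 302 genes. The rotation test fry called 11 lists with rmGM-CSF. For all of these the cause was not tested.

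Across the 3 fits that each left out a STAT5 cKO mouse, from 57 to 100 genes were higher and from 113 to 143 lower with DMEM, and from 1833 to 2076 differed between rmGM-CSF and DMEM in STAT5 cKO BMDMs. The interaction ranged from 255 to 271 genes for rmGM-CSF against DMEM and from 90 to 99 for 4T1 CM against DMEM. The cause was not tested.

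Of 192 combinations of gene list and alternative, 165 kept their direction and their side of the threshold, 18 passed it and 4 no longer did. In 5 the direction reversed, always for a list that did not pass the threshold. These were the glycolysis enzyme genes with 4T1 CM without STAT5 cKO replicate 2 (adjusted p = 0.936, from 0.275 to 0.936 over the fits without a STAT5 cKO mouse) and with rmGM-CSF by fgsea (0.508), the Reactome glycolysis set with rmGM-CSF by fgsea (0.683), and the adaptive immune system set with 4T1 CM by fgsea (0.247) and without STAT5 cKO replicate 2 (0.715, from 0.579 to 0.715). The cause was not tested.

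Of 740 combinations of named gene and alternative with a test, 700 kept their direction and their side of the threshold, 31 passed it, 9 no longer did, and none reversed. The 114 combinations that left out a STAT5 fl/fl mouse allow no test. In 113 of them the log2 fold change moved by less than the spread between replicates, and that of Ccn2 rose to 3.11 without STAT5 fl/fl replicate 2. With TMM and with thinned libraries, all 57 named results were unchanged in this sense. The median log2 fold change of all genes lay at 0.0145 or below with every scaling. Depth limits Col1a1, Col5a2, Bgn, Egf and Ccn2 most, which had fewer than 15 counts in each STAT5 fl/fl library with 4T1 CM.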

Differences from the paper's values

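The paper's text gives no number for a measure computed here. The following concern genes and directions that it states.

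The paper lists type II collagen among the collagens that rose in STAT5 cKO macrophages. Col2a1 had at most 1 count in each library with 4T1 CM and did not pass the low-count filter.

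The paper states that Egf, Ccn2 and Tnc rose along with Vegfa. Of these, Egf (adjusted p = 0.0705), Ccn2 (0.177) and Tnc (0.0812) did not pass an adjusted p-value of 0.01 with 4T1 CM. Over the alternatives set before the data were examined their adjusted p-values ranged from 0.0511 to 0.405, from 0.0495 to 0.344 and from 0.0638 to 0.334, so that none called them at 0.01. The smallest value for Ccn2, 0.0495, came from the likelihood ratio test, which was not combined with the looser threshold of 0.05.

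For collagen the paper has other evidence, which these RNA-seq libraries of 2 h do not measure. It reports Col1a1 and Col5a2 as raised by qRT-PCR, and more type I collagen protein by ELISA after a longer time. Of the matrix genes that the paper names or whose collagen types it names, those with an adjusted p-value of 0.01 or more in 4T1 CM were called under some alternatives. Col1a1 passed with the likelihood ratio test (0.00988), with DESeq2 (0.00973) and without STAT5 cKO replicate 2 (0.00705), over a range up to 0.214. Col5a2 passed without STAT5 cKO replicate 2 (0.00832, range up to 0.2). Mmp14 passed without the low-count filter (0.00296) and without STAT5 cKO replicate 1 (0.00205, range up to 0.164). Col1a2 passed without the filter (0.00408), with the likelihood ratio test (0.0054), with DESeq2 (0.00369) and without STAT5 cKO replicate 2 (0.00176, range up to 0.0802). Of the STAT5 cKO libraries with 4T1 CM, that of replicate 2 had the lowest sum of fibroblast marker genes. Fibroblast RNA therefore remains open as a source of the collagen calls made without it. Col4a1 passed without the filter (0.00557) and without STAT5 cKO replicate 1 (0.00661, range up to 0.0793). Bgn passed only at the looser threshold of 0.05 (0.0393), a threshold that Col5a2, Mmp14, Col1a2 and Col4a1 passed too. No alternative called Lamc1 at 0.01 (range from 0.0166 to 0.248), nor Col4a2 or Col4a5.

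Of the genes of the IFNγ response that the paper names as lower, Cxcl10 passed 0.01 with the likelihood ratio test (0.00597), with DESeq2 (0.00605) and without STAT5 cKO replicate 3 (0.00352, range up to 0.136), and Cd74 without the low-count filter (0.00509, range up to 0.163). These genes and Pim1 passed at the threshold of 0.05. Psme1, Cd86 and Ciita were called at 0.01 by no alternative.

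The paper reports positive enrichment of Hallmark sets for hypoxia, glycolysis and angiogenesis. The lists tested here are other lists. Those for glycolysis did not pass an adjusted p-value of 0.05 under any alternative. With fry, the Reactome set of the cellular response to hypoxia passed (0.0278, range up to 0.579) in the direction of lower expression. No alternative brought the Reactome set of VEGF signaling past it with 4T1 CM. The paper's Fig. 4E also shows a positive bar for TNF signaling through NF-κB, whereas the list of NF-κB target genes did not pass with 4T1 CM (10 of 19 genes higher, adjusted p = 0.334, range from 0.0513 to 0.786). Fisher's exact test, chosen after seeing the values, gave 4 genes of this list called higher against 0.785 expected (adjusted p = 0.0272), and 4 called lower against 0.678 expected (adjusted p = 0.0199).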

Other observations

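The tests of the ribosomal protein genes and of the slope of the response were chosen only after the results were seen.

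Collagen and matrix genes were higher in STAT5 cKO libraries. RNA from fibroblasts in the cultures was tested with the 14 of 16 listed fibroblast marker genes that had counts, without the low-count filter, since only 2 of them, Pdgfrb and Fstl1, passed it. With fry, their adjusted p was at most 0.0472 over the 3 treatments, with 10 of 14 genes higher with DMEM, 9 with rmGM-CSF and 10 with 4T1 CM. With camera the adjusted p-values were 0.0669, 0.082 and 0.0669. With TMM 12, 9 and 10 of the 14 were higher. A small number of fibroblasts in the STAT5 cKO cultures may therefore account for part of the difference in collagen genes, and the direct effect of STAT5 loss in macrophages cannot be told apart from it. A single STAT5 cKO mouse was tested as well. Of the 2 matrix genes called with 4T1 CM, 1, Vcan, lost its call without one mouse, and of the 10 that were higher, 1, Mmp14, lost over 50% of its log2 fold change. STAT5 cKO replicate 2 had the highest Mmp14 (74 CPM) and Vcan (19.8 CPM) with 4T1 CM. Its summed CPM of the marker genes besides Pdgfrb and Fstl1 was the lowest of the STAT5 cKO libraries with 4T1 CM. Fibroblast RNA is therefore an unlikely source of the excess of these 2 genes in that library. Vcan was also above STAT5 fl/fl (4.49 and 4.91 CPM) in replicates 1 and 3 (7.72 and 10.5 CPM), whose marker sums were higher (2.64 and 3.28 CPM). For those mice fibroblast RNA remains open as a source. With 4T1 CM, Col1a1 and Col5a2 did follow the marker sums. STAT5 cKO replicate 2 had 0.404 and 0.674 CPM of them, near STAT5 fl/fl (0.187 and 0.551 for Col1a1, 0.374 and 0.652 for Col5a2). Replicates 1 and 3 had 1.34 and 3.23 CPM of Col1a1. With rmGM-CSF replicate 2 again had the lowest marker sum of the STAT5 cKO libraries (1.44 CPM). Its Col1a1 there, 1.75 CPM, was nevertheless above STAT5 fl/fl (0.416 and 0.152 CPM).

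RNA carried over from 4T1 cells in the conditioned medium was tested with epithelial marker genes. Of the 11 listed, the 8 with counts did not differ between 4T1 CM and DMEM (smallest adjusted p over both genotypes 0.892), and the highest CPM of any of them in any library was 0.485. With so few counts the test cannot decide on a small carry-over, and at this level a large carry-over of tumor cell RNA is unlikely.

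For the comparisons between treatments in STAT5 cKO BMDMs, labels were swapped within mice. Of the 4 swaps, 1, the real one, gave as many genes for rmGM-CSF against DMEM, 1 of 4 for 4T1 CM against DMEM and 1 of 4 for 4T1 CM against rmGM-CSF. A smaller share than 1 in 4 is not possible with 3 mice.

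Gpx1, which the paper measures by another method, was higher in STAT5 cKO libraries by 0.97 with DMEM, 0.91 with rmGM-CSF and 0.82 with 4T1 CM on the log2 scale (adjusted p = 4.36e-07, 5.21e-08 and 8.06e-07). A shift of all selenoprotein genes was tested with the 16 listed genes whose values had not been seen. Their adjusted p was 0.168 with DMEM, 0.327 with rmGM-CSF and 0.537 with 4T1 CM, and 10 of 16 were higher under each treatment, with TMM too. The genes seen before, and so left out, were Gpx1, Gpx3, Selenow and Selenom. With them included, 5, 4 and 3 of the 20 tested selenoprotein genes were called higher under the respective treatments and 1 was called lower under each. The test gives no support for a shift of the whole family, and a shift of part of it remains open.

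Cdkn1a, Phlda3, Ccng1 and Aifm2, of which the last 3 were chosen after their values were seen, were higher in unstimulated STAT5 cKO libraries, by 0.95, 1.05, 0.36 and 0.58 on the log2 scale. Of 26 other p53 target genes, 24 were higher with DMEM (median log2 fold change 0.19, adjusted p = 0.000242), 17 with rmGM-CSF (adjusted p = 0.017) and 20 with 4T1 CM (adjusted p = 0.000605). With TMM the numbers of genes higher were the same. A p53 response in STAT5 cKO macrophages may account for this pattern. Cdkn1a changed with the treatment, falling below STAT5 fl/fl with rmGM-CSF (log2 fold change -0.86, adjusted p = 1.22e-06; difference from DMEM -1.81, adjusted p = 1.19e-07). No technical explanation of this pattern was tested beyond the normalization, so it remains a hypothesis.

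Ribosomal protein pseudogenes and Eef1a1, chosen after their values were seen, were lower in STAT5 cKO libraries. Eef1a1 had log2 fold changes of -0.61 with DMEM, -0.71 with rmGM-CSF and -0.79 with 4T1 CM. Of 79 protein-coding ribosomal protein genes, 62, 68 and 75 were lower under the respective treatments, with an adjusted p of at most 5.76e-05. With TMM 60, 68 and 74 were lower. Reads of the coding genes that map to their pseudogenes may account for the pseudogenes. What lowered the coding genes was not tested.

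Part of the response to rmGM-CSF remained in STAT5 cKO BMDMs. Over the genes called in STAT5 fl/fl BMDMs, the slope of the STAT5 cKO response on the STAT5 fl/fl response was 0.577. For genes called in STAT5 cKO BMDMs the slope was 0.721. Calling genes in one genotype favors a large response in that genotype, so the effect of this choice cannot be told apart from the size of the remaining response. With 4T1 CM the slopes were 0.828 and 0.898. The 2 genes higher in STAT5 cKO BMDMs with rmGM-CSF with the smallest adjusted p-values were Bcl6 and Kcnj2, with log2 fold changes of 4.02 and 1.96.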
